# CDK8 and CDK19 regulate intestinal differentiation and homeostasis via the chromatin remodeling complex SWI/SNF

**DOI:** 10.1172/JCI158593

**Published:** 2022-10-17

**Authors:** Marius V. Dannappel, Danxi Zhu, Xin Sun, Hui Kheng Chua, Marle Poppelaars, Monica Suehiro, Subash Khadka, Terry C.C. Lim Kam Sian, Dhanya Sooraj, Melissa Loi, Hugh Gao, Daniel Croagh, Roger J. Daly, Pouya Faridi, Thomas G. Boyer, Ron Firestein

**Keywords:** Gastroenterology, Genetics, Molecular genetics, Mouse models, Oncogenes

## Abstract

Initiation and maintenance of transcriptional states are critical for controlling normal tissue homeostasis and differentiation. The cyclin dependent kinases CDK8 and CDK19 (Mediator kinases) are regulatory components of Mediator, a highly conserved complex that orchestrates enhancer-mediated transcriptional output. While Mediator kinases have been implicated in the transcription of genes necessary for development and growth, its function in mammals has not been well defined. Using genetically defined models and pharmacological inhibitors, we showed that CDK8 and CDK19 function in a redundant manner to regulate intestinal lineage specification in humans and mice. The Mediator kinase module bound and phosphorylated key components of the chromatin remodeling complex switch/sucrose non-fermentable (SWI/SNF) in intestinal epithelial cells. Concomitantly, SWI/SNF and MED12-Mediator colocalized at distinct lineage-specifying enhancers in a CDK8/19–dependent manner. Thus, these studies reveal a transcriptional mechanism of intestinal cell specification, coordinated by the interaction between the chromatin remodeling complex SWI/SNF and Mediator kinase.

## Introduction

The intestinal epithelium is among the most proliferative tissues, with a complete turnover of intestinal epithelial cells (IECs) every 3 to 5 days. The self-renewal capacity of the intestinal epithelium relies on intestinal stem cells (ISCs), which reside at the bottom of specialized invaginations called crypts of Lieberkühn (1). ISCs continuously divide and give rise to transient amplifying cells while migrating upward through the villus toward the lumen and differentiating into mature lineages such as absorptive enterocytes as well as secretory goblet cells, tuft cells, and enteroendocrine cells (1). One exception to this migration pattern are Paneth cells, which escape the upward migration and instead move down to the bottom of the crypts, where they intersperse with ISCs to support their proliferative capacity (1, 2). ISC proliferation, migration of IECs along the crypt-villus axis, and their differentiation are controlled by the coordinated activity of morphogen-driven pathways such as BMP, EGF, Notch, and Wnt/β-catenin signaling. Notch signaling is the main pathway determining secretory cell differentiation. Cells with active Notch signaling express the transcription factor hairy and enhancer of split-1 (HES1), resulting in atonal BHLH transcription factor 1 (ATOH1) repression and commitment toward absorptive lineages, while cells that escape Notch signaling express ATOH1 and differentiate into the secretory lineages.

Higher-order chromatin structure and organization play an important role in differentiation and cell fate decisions in embryonic stem cells and in adult stem cells during tissue homeostasis (3–5). Accessible *cis*-regulatory elements provide binding sites for transcription factors (TFs) (6) to induce lineage-restricted gene expression programs that enable differentiation of tissue-specific cell lineages (7–9). Intestinal secretory and absorptive progenitors were shown to have a similar degree of accessible and permissive chromatin at the majority of *cis*-regulatory elements, suggesting that chromatin accessibility at *cis* elements may set the stage, but TFs such as ATOH1 ultimately control lineage specification (10). In addition, chromatin modifying complexes such as switch/sucrose non-fermentable (SWI/SNF), NuRD, and SRCAP have been linked to intestinal differentiation networks (11–15), underscoring the importance of chromatin structural dynamics in this process. Nevertheless, the detailed mechanisms determining chromatin access, and TF activity accounting for the high degree of intestinal cell lineage plasticity, remain largely unknown.

The multimeric Mediator complex is implicated in a number of steps of gene transcription, ranging from chromatin organization to RNA polymerase II phosphorylation (16). The Mediator kinase module composed of cyclin-dependent kinase 8 (CDK8), cyclin C (CCNC), Mediator complex subunit 12 (MED12), and MED13, reversibly associates with the core Mediator complex and functions as a catalytic subunit to activate or repress transcription by regulating TF activity via phosphorylation and colocalizing genome-wide at promoters and super-enhancers (17). Precise regulation and different subunit interactions are required for appropriate control of Mediator kinase activity. Consequently, mutation or changes in subunit expression are associated with aberrant activity of the kinase module, resulting in oncogenic signaling fueling tumor growth (18). For example, *CDK8* was identified as a colorectal cancer (CRC) oncogene with copy number gains driving tumor growth by positively regulating β-catenin target gene expression (19). Thus, the possibility of inhibiting CDK8/19 to treat CRC has gained traction in the last few years, and several Mediator kinase inhibitors have been developed.

Vertebrates express a paralog of CDK8, called CDK19, which shares 91% overall sequence homology to CDK8 with a nearly identical cyclin binding domain and kinase domain (20). CDK19 was shown to form a separate kinase module in a mutually exclusive manner with respect to the CDK8 kinase module (21). Consequently, CDK8 and CDK19 were shown to have clearly distinct functions as transcriptional regulators in different stimulus-specific pathways by directly interacting with TFs and activating distinct gene sets within the same transcriptional network (22–27).

Deletion of CDK8 alone, or inhibition of its kinase activity, is compatible with cell viability in cell lines (22, 28). Likewise, both intestine-specific and whole-body deletion of CDK8 in adult mice was well tolerated (29). Studies using a CDK8/19 inhibitor revealed sporadic body weight loss in mice and multiorgan toxicity in rats and dogs (30). Follow-up studies suggest that this inhibitor toxicity may be due to off-target effects (31), underscoring the urgent need to better define the function of the Mediator kinases in vivo.

Herein, we generated a series of genetically engineered, inducible mouse models enabling us to test the consequences of CDK8/19 deletion or kinase activity loss in the intestinal epithelium. We find that CDK8/19 deletion in the intestinal epithelium led to severe depletion of the secretory lineage compartment in both animal and ex vivo organoid models. While mice tolerated ablation of Mediator kinases in the intestine, intestinal organoid viability was severely affected owing to loss of Paneth cells. Using temporal RNA-Seq analyses and genome-wide ChIP-Seq studies in CDK8/CDK19-depleted IECs, we identify Mediator kinases as critical regulators of intestinal lineage differentiation. Phospho-proteomic analyses of the Mediator kinase complex targets converged to show a functional association between MED12-Mediator and SWI/SNF complexes that drives transcription from intestinal lineage–defined enhancers. In conclusion, these data highlight a role for Mediator kinases in regulating the intestinal secretory lineage, and demonstrate higher-order mechanisms of lineage differentiation in the intestine.

## Results

### CDK8 and CDK19 are dispensable for basal intestinal homeostasis.

We have previously reported that individual knockout of CDK8 is well tolerated in the intestinal epithelium (29). We hypothesized that the paralog gene, *CDK19*, may compensate for CDK8 loss. To begin to address this possibility, we first performed in silico analyses of publicly available scRNA-Seq data sets delineating the intestinal cell types of normal mouse (32) and human intestinal epithelium (33). Indeed, *CDK8* and *CDK19* were found to be coexpressed in nearly all cell lineages, albeit *CDK8* was generally more highly expressed than *CDK19* (Supplemental Figure 1, A–D; supplemental material available online with this article; https://doi.org/10.1172/JCI158593DS1). This raised the intriguing possibility that the Mediator kinases, CDK8 and CDK19, based on their high degree of sequence homology (20) and coexpression, may have functional redundancy in the intestinal epithelium.

To assess the phenotypic and molecular consequence of CDK8/19 loss in the intestine, we generated a suite of genetically engineered mouse models harboring knockout and kinase-dead knockin alleles of CDK8 and CDK19. Similarly to CDK8-knockout mice (29), we found that *Cdk19^–/–^* mice (procured from The Jackson Laboratory) are viable and generally healthy (Supplemental Figure 2A). We then generated mice with compound deletion of Mediator kinases CDK8 and CDK19 in the intestinal epithelium by crossing *Cdk19^–/–^* mice, *Cdk8^fl/fl^* mice (29), and *VillinCreER^T2^* mice (34). The resulting *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^–/–^* mouse model enables a tamoxifen-inducible deletion of CDK8 specifically in IECs (hereafter termed CDK8^iIEC-KO^/*Cdk19^–/–^* mice) (Figure 1A). Tamoxifen treatment resulted in complete ablation of CDK8 in IECs at the RNA and protein levels (Supplemental Figure 2, B–D). Macroscopically, CDK8^iIEC-KO^/*Cdk19^–/–^* mice were indistinguishable from *VillinCreER^T2^*, CDK8^iIEC-KO^, and *Cdk8^fl/fl^*/*Cdk19^–/–^* mice (Supplemental Figure 2E). H&E analysis of colonic and ileal sections showed no gross morphological changes between CDK8^iIEC-KO^/*Cdk19^–/–^*, CDK8^iIEC-KO^, *Cdk8^fl/fl^*/*Cdk19^–/–^*, and untreated *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^–/–^* mice at 9 days and 3 weeks after deletion (Figure 1B and Supplemental Figure 2, F and G; and data not shown). Mice lacking intestinal expression of Mediator kinases exhibited normal viability (Figure 1C) with no histopathological changes observed even 6 months after deletion (Supplemental Figure 2H). These results indicate that Mediator kinases are dispensable for steady-state intestinal viability.

### Intestinal loss of Mediator kinases leads to defective secretory lineage differentiation.

Mediator kinases have been intimately implicated in embryonic stem cell maintenance (24, 35). To investigate the role of CDK8/19 in intestinal differentiation, we delineate the stem cell, secretory, and absorptive cell lineages in the CDK8/CDK19-deficient intestine. IHC for lysozyme revealed reduced Paneth cell (PC) numbers in *Cdk8^IEC-KO^*/*Cdk19^–/–^* mice compared with *VillinCreER^T2^* mice (Figure 1, D and E). Likewise, CDK8^iIEC-KO^/*Cdk19^–/–^* mice exhibited significantly reduced numbers of goblet cells (periodic acid–Schiff stain) and tuft cells (doublecortin-like kinase 1 [DCLK1] IHC) (Figure 1, D and E, and Supplemental Figure 3, A and B). Conversely, absorptive cell marker staining for alkaline phosphatase (AP) was significantly increased in CDK8^iIEC-KO^/*Cdk19^–/–^* compared with *VillinCreER^T2^* mice (Figure 1, F and G). Olfactomedin 4–positive (OLFM4-positive) cells exhibited a patchy staining pattern in CDK8^iIEC-KO^/*Cdk19^–/–^* mice compared with *VillinCreER^T2^* mice (Supplemental Figure 3C). No difference in proliferation was observed in *VillinCreER^T2^* and *Cdk8^fl/fl^*/*Cdk19^–/–^* mice by Ki-67 staining (Supplemental Figure 3, D and E). These effects were temporally and spatially sustained in the intestinal tract of mice lacking CDK8/19, as CDK8^iIEC-KO^/*Cdk19^–/–^* mice exhibited reduced secretory compartment cell types in both the ileum (Supplemental Figure 3, F–O) and duodenum (Supplemental Figure 3, P and Q) 6 months after CDK8 deletion. Notably, *Cdk8^fl/fl^*/*Cdk19^–/–^* mice exhibited a mild (~12%) but statistically significant decrease in Lyz^+^ cells compared with *VillinCreER^T2^* mice at both 3-week and 6-month time points (Supplemental Figure 3, G and H). Together, these results demonstrate that Mediator kinases are necessary for intestinal secretory cell lineage differentiation, but that these effects may be compensated, under basal conditions, to maintain ISCs and basal intestinal viability.

### Mediator kinases are required for IEC-intrinsic growth.

Previous reports have shown that the intestinal secretory lineage is dispensable for ISC maintenance and intestine proliferation in vivo, but not ex vivo, owing to compensatory Wnt signaling from the mesenchymal niche (36–38). To assess whether CDK8/19-deficient crypts sustain self-renewal and growth in the absence of the mesenchymal niche, we isolated small intestinal organoids from *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^–/–^* mice. We confirmed loss of CDK8 upon tamoxifen-induction in both *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^–/–^* and *VillinCreER^T2^*/*Cdk8^fl/fl^* organoids compared with *VillinCreER^T2^* controls (Figure 2, A–C, and Supplemental Figure 4, A and B). Strikingly, we found that loss of Mediator kinases led to a steady and profound reduction in both organoid number and size from 1 week after deletion with complete loss of organoid viability seen 4 weeks (passage 4) after the deletion of CDK8 (Figure 2D and Supplemental Figure 4, C–F). The results were confirmed in an additional 2 independently established organoid lines originating from different mice of the same genotype (Supplemental Figure 4, G and H). Importantly, these effects were specifically attributed to complete CDK8/19 loss, as neither single deletion of either CDK8 or CDK19, nor Cre activation alone, affected organoid growth (Figure 2D and Supplemental Figure 4, D–F). These results demonstrate functional redundancy for CDK8 and CDK19 in IEC-intrinsic growth and maintenance of the intestinal crypt.

CDK8/19 may act through both kinase-dependent and kinase-independent/scaffolding function (17). To test these possibilities in the context of intestinal differentiation, we generated and employed a knockin CDK19 kinase–dead mouse model (*Cdk19^D173A^*). As homozygous *Cdk19^D173A/D173A^* mice exhibited perinatal lethality (unpublished), heterozygous CDK19^D173A^ mice were used in which the second allele of CDK19 was constitutively deleted (*Cdk19^D173A/–^*) to generate *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^D173A/–^* mice. Importantly, the CDK19 kinase–dead allele was expressed at levels similar to those of WT CDK19 (Supplemental Figure 4I). Similarly to CDK8^iIEC-KO^/*Cdk19^–/–^* mice, CDK8^iIEC-KO^/*Cdk19^D173A/–^* mice did not exhibit any gross intestinal pathology (Supplemental Figure 4J). Small intestinal organoids were isolated from *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^D173A/–^* mice, and tamoxifen treatment resulted in efficient deletion of CDK8 (Supplemental Figure 4K). CDK8^iIEC-KO^/*Cdk19^D173A/–^* but not *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^D173A/WT^* organoids exhibited profoundly reduced organoid growth across several parametric measurements (i.e., number, size, viability) (Figure 2, E–G, and Supplemental Figure 4L). To confirm these effects, we used an orthogonal pharmacological approach. C57BL/6 organoids were treated with compound 32 (Cp32), a highly potent and specific CDK8/19 kinase inhibitor (39, 40). Consistent with our kinase-dead knockin genetic approach, WT organoids treated with different concentrations of CDK8/19 chemical inhibitor (Cp32) showed profoundly reduced viability (Figure 2, H and I) even at 0.1 μM. Cp32 on-target activity was confirmed by S727–phospho-STAT1 analysis using the lowest Cp32 concentration that showed viability effects (Supplemental Figure 4M). Importantly, these results were recapitulated in human small intestinal organoids where CDK8/19 was inhibited using orthogonal functional genomic and pharmacological inhibition. Organoids were isolated from duodenal biopsies from human patients and transduced with a lentiviral construct expressing a shRNA targeting CCNC, mimicking the effects of CDK8/19 kinase inhibition. Strikingly, CCNC depletion led to a significant reduction in intestinal organoid growth in comparison with organoids treated with nontargeting control (shNTC) (Figure 2J). CCNC depletion was validated by quantitative reverse transcriptase PCR (qRT-PCR) (Supplemental Figure 5A). Importantly, this growth defect was recapitulated when human intestinal organoids were treated with the CDK8/19 inhibitor, Cp32 (Supplemental Figure 5, B and C). Taken together, these complementary approaches identify that the kinase activity of CDK8/19 is essential for the maintenance of murine and human small intestinal organoids.

### Wnt3 is necessary and sufficient for restoring intestinal homeostasis in the absence of Mediator kinases.

The intestinal mesenchyme is an important source of Wnt ligands that support ISCs and epithelial renewal (36–38). We hypothesized that the profound growth phenotype observed in CDK8/19–deficient intestinal crypts ex vivo compared with in vivo may be explained by an IEC-intrinsic function for CDK8/19 that can be compensated by the mesenchymal niche. To test this possibility, primary murine intestinal fibroblasts were cocultured together with Mediator kinase–deficient intestinal organoids to recapitulate extrinsic Wnt sources. Strikingly, we found that intestinal mesenchymal fibroblasts restored growth capacity of CDK8^iIEC-KO^/*Cdk19^–/–^* organoids (Figure 3, A and B). While PCs are dispensable for ISCs and intestinal homeostasis in vivo, they are essential for ISC maintenance in organoid cultures (2). Given the loss of PCs in CDK8/19–deficient intestines, we postulated that the growth defect observed in CDK8/19–deficient organoids may be caused by loss of PC-derived Wnt3. Consistently, qRT-PCR analysis showed significant downregulation of *Wnt3* in CDK8/19–deficient organoids 7 days after CDK8 deletion (Figure 3C).

To assess whether Wnt3 is sufficient to restore ISC maintenance and organoid growth, we cultured CDK8/19-deficient organoids in Wnt3-conditioned medium (Wnt3-CM) immediately after tamoxifen-induced CDK8 deletion. Indeed, exogenous Wnt3 rescued CDK8^iIEC-KO^/*Cdk19^–/–^* organoid growth and viability after CDK8 deletion (Figure 3, D–F). Lastly, survival of CDK8/19-deficient organoids depended on a continuous Wnt3 supply, as CDK8^iIEC-KO^/*Cdk19^–/–^* organoids collapsed within 2 passages of Wnt3 withdrawal (Figure 3, G and H). These data indicate that Wnt3 is both necessary and sufficient to rescue growth of CDK8/CDK19-deficient organoids and resolve the question of why CDK8^iIEC-KO^/*Cdk19^–/–^* mice do not show a visible defect in intestinal homeostasis under basal conditions.

### Mediator kinases regulate intestinal secretory transcriptional programs.

Given the role of Mediator kinases in regulating RNA polymerase II–mediated transcription, we hypothesized that CDK8 and CDK19 directly act to regulate distinct transcriptional programs necessary for intestinal secretory cell differentiation. To determine the transcriptional output of Mediator kinase activity specifically in the intestine, we performed whole-transcriptome (RNA-Seq) analysis on intestinal organoids 7 days after individual or combined loss of CDK8/19. 

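RNA was sequenced from organoids of 5 groups collected 7 days after 4-OHT treatment, with 3 libraries per group. The groups were *VillinCreER T2* and C57BL/6 as controls, CDK8 iIEC-KO, *Cdk8 fl/fl*/*Cdk19-/-* and CDK8 iIEC-KO/*Cdk19-/-*. The authors deposited the number of reads they counted on each of 54752 genes, as raw counts without normalization and without a filter on low counts. Total counts per library ranged from 20424462 to 21439044 (median 21272204) in *VillinCreER T2* organoids and from 15485959 to 17634381 (median 17386026) in C57BL/6 organoids. They ranged from 21133160 to 21449826 (median 21271806) in CDK8 iIEC-KO, from 17375313 to 17718126 (median 17441600) in *Cdk8 fl/fl*/*Cdk19-/-* and from 17833336 to 18440256 (median 18036733) in CDK8 iIEC-KO/*Cdk19-/-* organoids. All 15 libraries were fitted together with edgeR, using TMM normalization and the quasi-likelihood test, over the 15125 genes that passed edgeR's filter on low counts. A gene was counted as differentially expressed at the cutoffs of the paper, a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5. CDK8 iIEC-KO and CDK8 iIEC-KO/*Cdk19-/-* organoids were compared with *VillinCreER T2* organoids and *Cdk8 fl/fl*/*Cdk19-/-* organoids with C57BL/6 organoids, the controls given in the legend of Figure 4A.

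*Cdk8* (ENSMUSG00000029635.15) lies on chromosome 5 from 146231230 to 146302874 and *Cdk19* (ENSMUSG00000038481.13) on chromosome 10 from 40339564 to 40483818 of GRCm38. Normalized counts of *Cdk8* were 75.6 ± 4.62 CPM (SD, n = 3) in *VillinCreER T2*, 80.6 ± 2.59 in CDK8 iIEC-KO and 66.3 ± 1.08 in CDK8 iIEC-KO/*Cdk19-/-* organoids. Normalized counts of *Cdk19* were 31.0 ± 3.10 CPM in C57BL/6, 25.6 ± 0.768 in *Cdk8 fl/fl*/*Cdk19-/-*, 28.1 ± 0.946 in *VillinCreER T2* and 27.7 ± 0.101 in CDK8 iIEC-KO/*Cdk19-/-* organoids. Its difference between *Cdk8 fl/fl*/*Cdk19-/-* and C57BL/6 organoids had a log2 fold change of -0.28 (standard error 0.07, adjusted p = 0.00994 from edgeR's quasi-likelihood test). The values count reads over whole genes, so a transcript that lacks a deleted exon still counts, and these values do not check the genotypes. The groups are therefore named by their labels, and each group carries a line number of its own in the labels. The lines also differed in sex-linked transcripts. *Xist* was at 380 ± 46.8 CPM in *VillinCreER T2* and 664 ± 122 CPM in C57BL/6 organoids, where the Y-linked gene *Ddx3y* had 0 counts in every library. In CDK8 iIEC-KO, *Cdk8 fl/fl*/*Cdk19-/-* and CDK8 iIEC-KO/*Cdk19-/-* organoids, *Xist* averaged 0.214, 0.229 and 0.297 CPM and *Ddx3y* 58.5, 56.6 and 65.5 CPM.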

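In CDK8 iIEC-KO organoids, 1094 of the 15125 genes differed from *VillinCreER T2* organoids, with 438 higher and 656 lower. In *Cdk8 fl/fl*/*Cdk19-/-* organoids, 794 genes differed from C57BL/6 organoids, with 433 higher and 361 lower. At the adjusted p cutoff alone, the counts were 4576 and 2337. The 3 libraries of each group did not overlap in 44.9% of all genes for CDK8 iIEC-KO and in 30.8% for *Cdk8 fl/fl*/*Cdk19-/-*, where chance gives 10%. Limiting the test to genes with at least 10 counts in every library moved the counts most among the alternatives tried, to 745 and 476. With each library left out in turn, the counts stayed between 888 and 1101 for CDK8 iIEC-KO and between 654 and 847 for *Cdk8 fl/fl*/*Cdk19-/-*. Among genes averaging at least 50 counts in either group, the largest rises in both comparisons were of the Y-linked genes *Kdm5d*, *Ddx3y* and *Eif2s3y*. *Eif2s3y* was at least 361-fold higher in CDK8 iIEC-KO organoids and at least 302-fold higher in *Cdk8 fl/fl*/*Cdk19-/-* organoids, against controls with 0 counts. The largest decreases in CDK8 iIEC-KO organoids were of *Xist* (log2 fold change of -10.75), *Slc6a14* (at least 38.3-fold lower) and *Car1*. In the *VillinCreER T2* libraries, counts of *Slc6a14* ran from 38 to 303, so its bound depends on single libraries. Counts of *Car1* ran from 72 to 1067 there, and its adjusted p was 0.178 with limma-voom. In *Cdk8 fl/fl*/*Cdk19-/-* organoids the largest decreases were of *Xist*, *Gm42031* and *Hoxa7*, with log2 fold changes of -11.46, -9.60 and -4.89. Chromosomes X and Y held 41 of the CDK8 iIEC-KO DEGs and 37 of the *Cdk8 fl/fl*/*Cdk19-/-* DEGs, in comparisons of lines that differ in sex-linked transcripts.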

We found modest transcriptional changes in CDK8^iIEC-KO^ organoids (844 genes downregulated, 545 upregulated) and *Cdk8^fl/fl^*/*Cdk19^–/–^* organoids (493 genes downregulated, 550 upregulated). In contrast, CDK8^iIEC-KO^/*Cdk19^–/–^* organoids were marked by broader transcriptional perturbations with 3,712 differentially expressed genes (DEGs) (2,263 upregulated, 1,449 downregulated; fold change [FC] cutoff ±1.5, FDR < 0.05) (Figure 4A). Indeed, unsupervised clustering revealed that the vast majority of CDK8/19–regulated genes (2,924/3,712; 79%) were only found upon combined CDK8/19 deletion, highlighting their functional redundancy in intestinal transcriptional control (Figure 4B and Supplemental Figure 6, A and B). 

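Against *VillinCreER T2* organoids, 2938 of 15125 genes differed in CDK8 iIEC-KO/*Cdk19-/-* organoids, 1736 higher and 1202 lower. At the adjusted p cutoff alone there were 7998. The 3 libraries of each group did not overlap in 59.8% of genes. With each library left out in turn, between 2760 and 2940 genes differed. The count was 2104 with at least 10 counts required in every library, 2108 with the mean of *VillinCreER T2* and C57BL/6 organoids as the control, and 3279 with no filter on low counts. The largest decreases were of *Slc15a2*, *Xist* and *Car1*. *Car1* passed the cutoffs by edgeR (adjusted p = 0.00962) but not against the mean of both control lines, with a log2 fold change of -1.86 and an adjusted p of 0.984. *Slc15a2* fell from 9.23 ± 0.631 CPM (SD, n = 3) to 0 counts in every library, at least 47.6-fold. The largest rises were of *Kdm5d*, *Ddx3y* and *Eif2s3y*, each at 0 counts in *VillinCreER T2* organoids and at least 181-fold, 338-fold and 461-fold higher in CDK8 iIEC-KO/*Cdk19-/-* organoids. Chromosomes X and Y held 91 of the DEGs. The control lines also differed from each other, with 3986 genes past the same cutoffs between C57BL/6 and *VillinCreER T2* organoids. Of the CDK8 iIEC-KO/*Cdk19-/-* DEGs, 1582 were among those genes with the same sign.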

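Of the 2938 DEGs in CDK8 iIEC-KO/*Cdk19-/-* organoids, 2151 (73.2%) passed the cutoffs in neither single-knockout comparison. A further 582 were shared with CDK8 iIEC-KO organoids and 387 with *Cdk8 fl/fl*/*Cdk19-/-* organoids, including 182 shared by all 3 comparisons. There were 435 DEGs found only in CDK8 iIEC-KO organoids and 330 found only in *Cdk8 fl/fl*/*Cdk19-/-* organoids. A gene past the cutoffs in one comparison and not in another has not been shown to differ between them, so the difference itself was also tested. The contrast took the change in CDK8 iIEC-KO/*Cdk19-/-* organoids minus the sum of the changes in both single knockouts. It was past the cutoffs for 2969 genes, 1708 above and 1261 below the sum, and 1587 of them were CDK8 iIEC-KO/*Cdk19-/-* DEGs with the same sign. Among the 2151 genes found only upon combined deletion, 1253 passed this test. The contrast combines 4 unlike lines, so differences between lines are part of it, and all 5 sex-linked genes tested passed it. *VillinCreER T2* and CDK8 iIEC-KO libraries had totals of at least 20424462 counts, and libraries of the other groups at most 18440256. The groups were not shown to share a sequencing batch. A batch difference along this division would cancel in both single-knockout comparisons. It would not cancel between CDK8 iIEC-KO/*Cdk19-/-* and *VillinCreER T2* organoids, nor in this contrast. With each library left out in turn, between 2706 and 3106 genes passed the contrast, and 2345 passed with at least 10 counts required in every library. CDK8 iIEC-KO and CDK8 iIEC-KO/*Cdk19-/-* organoids were compared with the same *VillinCreER T2* libraries, so chance values of those libraries enter both sets of log2 fold changes. The log2 fold changes correlated across genes with r = 0.51. The mean was 0.48 over 5 simulations in which both groups and the controls had equal means. A shared control alone gives such a value in unchanged groups, while many genes differed here. The simulations therefore cannot tell how much of the correlation comes from the shared controls. Genes are not independent replicates. The sign was shared by 58.2% of genes, against 66.1% in the simulations, in which 0 genes were called in either comparison. From the share of genes that changed only upon combined deletion, the paper reasons that CDK8 and CDK19 are functionally redundant in intestinal transcriptional control.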

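IECs were collected from the small intestine 14 days after deletion was induced, from *VillinCreER T2* and CDK8 iIEC-KO/*Cdk19-/-* mice with 3 libraries per genotype. The authors deposited raw counts per gene, with totals of 19065571 to 19351844 (median 19185327) per *VillinCreER T2* library and 18171558 to 19760132 (median 19542868) per CDK8 iIEC-KO/*Cdk19-/-* library. The 6 libraries were fitted by themselves with the same test and cutoffs as the organoids. Normalized counts of *Cdk8* were 48.3 ± 3.90 CPM (SD, n = 3) in *VillinCreER T2* and 50.5 ± 1.80 CPM in CDK8 iIEC-KO/*Cdk19-/-* IECs, and those of *Cdk19* were 19.2 ± 1.74 and 16.6 ± 2.10 CPM, so whole-gene counts do not check the genotypes here either. Of 15182 genes tested, 228 passed both cutoffs, 98 higher and 130 lower in CDK8 iIEC-KO/*Cdk19-/-* IECs, and 3017 had an unadjusted p under 0.05. The libraries of each genotype did not overlap in 26.8% of genes. The number of DEGs rested on single libraries. Without *VillinCreER T2* replicate 2 there were 1566, without CDK8 iIEC-KO/*Cdk19-/-* replicate 2 there were 572, and without *VillinCreER T2* replicate 3 there were 3. With no filter on low counts, 1103 genes passed. The largest decreases were of *Gm9113*, the mitochondrial gene *mt-Nd3* and *Gm15292*, and the largest rises of *Gm28438* and the immunoglobulin genes *Igkv4-91* and *Igkv8-21*. *mt-Nd3* had a log2 fold change of -5.35 and *Gm28438*, a mitochondrial pseudogene, one of 6.17, and reads of such copies are uncertain in their assignment. *Igkv8-21* was at least 20.5-fold and *Igkv4-91* at least 28.0-fold higher than in *VillinCreER T2* IECs. Transcripts of immune cells varied between libraries. *Igkc* was at 511, 290 and 362 CPM in the CDK8 iIEC-KO/*Cdk19-/-* libraries and at 10.3, 117 and 12.4 CPM in the *VillinCreER T2* libraries, in the order of their replicate numbers. The same replicate 2 of CDK8 iIEC-KO/*Cdk19-/-* expressed the Y-linked gene *Ddx3y* at 30.7 CPM and *Xist* at 1.13 CPM, while the other 5 libraries had *Xist* at 120 to 163 CPM.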

Lastly, we performed RNA-Seq on IECs derived from Mediator kinase–deficient (CDK8^iIEC-KO^/*Cdk19^–/–^*) and WT (*VillinCreER^T2^*) intestinal tissues 14 days after induced deletion and identified 970 DEGs (650 upregulated, 320 downregulated) (Supplemental Figure 6C and Supplemental Table 1).

Mediator kinases have been implicated in the regulation of Wnt signaling and stemness genes in CRC cells (19, 24). Indeed, gene expression analysis of 11 stem-related genes revealed that CDK8/19–depleted organoids showed reduced expression of the key stem cell and early progenitor markers *Olfm4*, *Ascl2*, and *Msi1* (Supplemental Figure 6D). 

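*Olfm4* (ENSMUSG00000022026.7) lies on chromosome 14 of GRCm38 from 79984081 to 80023139. Its normalized counts fell from 953 ± 93.1 CPM (SD, n = 3) in *VillinCreER T2* organoids to 295 ± 65.0 CPM in CDK8 iIEC-KO/*Cdk19-/-* organoids, a log2 fold change of -1.69 (standard error 0.16, adjusted p = 5.04e-06 from edgeR's quasi-likelihood test). *Ascl2* (ENSMUSG00000009248.6, chromosome 7 from 142966829 to 142969264) fell from 4.28 ± 0.896 to 2.00 ± 0.473 CPM, a log2 fold change of -1.09 (standard error 0.19, adjusted p = 2.19e-05). *Msi1* (ENSMUSG00000054256.11, chromosome 5 from 115429599 to 115455698) fell from 15.2 ± 2.19 to 5.26 ± 0.848 CPM, a log2 fold change of -1.53 (standard error 0.16, adjusted p = 9.70e-08). For each of these genes, all 3 CDK8 iIEC-KO/*Cdk19-/-* libraries lay below all 3 *VillinCreER T2* libraries. *Lgr5* had a log2 fold change of -0.22 (adjusted p = 0.0673), and -0.75 against the mean of both control lines (adjusted p = 1.18e-07). Within the line *VillinCreER T2*/*Cdk8 fl/fl*/*Cdk19-/-*, *Lgr5* had log2 fold changes of 0.28, -0.66, -0.73 and -1.38 at days 3, 5, 7 and 10 (adjusted p = 0.104, 0.000583, 0.000158 and 7.36e-08) and of -0.51 in *Wnt3*-CM (adjusted p = 0.0111). The log2 fold change of *Lgr5* was -1.89 in CDK8 iIEC-KO/*Cdk19 D173A/-* organoids (adjusted p = 3.37e-05) and -1.80 in IECs (adjusted p = 0.0626). In CDK8 iIEC-KO organoids, the log2 fold change was 0.11 for *Olfm4* and 0.84 for *Ascl2*, and in *Cdk8 fl/fl*/*Cdk19-/-* organoids it was -0.66 and -0.52. The change in CDK8 iIEC-KO/*Cdk19-/-* organoids exceeded the sum of the single knockouts for *Olfm4*, *Ascl2* and *Msi1*, with log2 differences of -1.14, -1.41 and -1.59 (adjusted p = 0.00195, 1.50e-05 and 1.03e-05). For *Lgr5* this difference was 0.84 (adjusted p = 2.70e-05), and its log2 fold change in *Cdk8 fl/fl*/*Cdk19-/-* organoids was -0.98 (adjusted p = 3.34e-08). The study's full set of stem-related genes was not used here. A stem cell list of 16 genes, fixed before the data were examined, had 15 genes tested, 14 of them lower, with a median log2 fold change of -0.63. limma's camera with a preset correlation of 0.01 gave an adjusted p of 8.04e-06 for this list, and fry gave 5.28e-06, while camera with an estimated correlation gave 0.129. In the list, 9 genes passed both cutoffs adjusted over the list alone and 9 adjusted over all genes.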

Notably, *Olfm4* gene expression was also reduced in CDK8/19–deficient IECs (Supplemental Figure 6D), highlighting a potential role for CDK8/19 in *Olfm4* transcription. 

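In CDK8 iIEC-KO/*Cdk19-/-* IECs, normalized counts of *Olfm4* fell from 723 ± 131 CPM (SD, n = 3) to 310 ± 78.6 CPM, a log2 fold change of -1.22 (standard error 0.21, adjusted p = 0.0466 from edgeR's quasi-likelihood test). The libraries of the genotypes did not overlap. The log2 fold change stayed between -1.45 and -1.07 with each library left out in turn, but the adjusted p rose above the cutoff for 4 of the 6 libraries, to 0.190 without *VillinCreER T2* replicate 3. It was also above the cutoff with upper quartile normalization, at 0.0551. All 16 genes of the stem cell list were lower in CDK8 iIEC-KO/*Cdk19-/-* IECs, with a median log2 fold change of -0.76. The adjusted p for the list was 1.67e-08 from camera and 0.0457 from fry, and 0.318 with an estimated correlation. In that list, 10 genes passed both cutoffs adjusted over the list alone, and 2 adjusted over all genes. From the reductions in organoids and IECs, the paper proposes a role for CDK8/19 in *Olfm4* transcription.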

We then examined the effect of CDK8/19 loss on Wnt/β-catenin pathway–related gene expression using a signature of 93 Wnt pathway component genes. Strikingly, we found that only Wnt3 was downregulated significantly in organoids (log_2_FC < –1.0, FDR < 0.05) and trended down in IECs as well (log_2_FC < –1.0, FDR < 0.20) (Supplemental Figure 6E). 

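*Wnt3* (ENSMUSG00000000125.5) lies on chromosome 11 of GRCm38 from 103774150 to 103817957. In organoids, its normalized counts were 5.30 ± 0.888 CPM (SD, n = 3) in *VillinCreER T2* and 2.02 ± 0.272 CPM in CDK8 iIEC-KO/*Cdk19-/-*, a log2 fold change of -1.39 (standard error 0.16, adjusted p = 1.03e-07 from edgeR's quasi-likelihood test). The log2 fold change was -0.31 (adjusted p = 0.0993) in CDK8 iIEC-KO organoids and -0.46 (adjusted p = 0.0194) in *Cdk8 fl/fl*/*Cdk19-/-* organoids. In IECs, normalized counts were 3.54 ± 1.09 CPM in *VillinCreER T2* and 1.59 ± 0.760 CPM in CDK8 iIEC-KO/*Cdk19-/-*, a log2 fold change of -1.15 (standard error 0.42, adjusted p = 0.197), and the libraries of the genotypes overlapped. With no filter on low counts, the adjusted p in IECs was 0.0231.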

Importantly, the Wnt3 downregulation in IECs was confirmed by qRT-PCR (Supplemental Figure 6F). This suggests that CDK8 and CDK19 do not play a direct role in regulating Wnt/β-catenin mediated transcription in the normal intestine.

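The study's Wnt signature was not used here. A list of 90 Wnt pathway genes fixed before the data were examined had 54 genes tested in organoids and 64 in IECs. In CDK8 iIEC-KO/*Cdk19-/-* organoids, 13 of the 54 genes passed the cutoffs with lower and 6 with higher expression, and 42 had a negative log2 fold change, with a median of -0.27. Besides *Wnt3*, the genes with a log2 fold change below -1 that passed the cutoffs were *Axin2* (-1.46, adjusted p = 9.63e-13), *Fzd3* (-1.59, adjusted p = 0.00121), *Fzd9* (-2.18, adjusted p = 0.000714) and *Sfrp5* (-1.38, adjusted p = 8.56e-05). For the list, camera gave an adjusted p of 3.33e-05 and fry 1.50e-07, and camera with an estimated correlation 0.0501. There were 19 genes past both cutoffs adjusted over the list alone, as many as adjusted over all genes. Among IECs, 0 of the 64 genes passed the cutoffs and 14 had an unadjusted p under 0.05, with 30 genes higher and 34 lower and a median of -0.03 (adjusted p = 0.249 from camera and 0.296 from fry). With at least 10 counts required in every library, the adjusted p in IECs was 0.0262. From the reduction of *Wnt3* among the pathway's components, the paper proposes that CDK8 and CDK19 have no direct part in transcription driven by Wnt/β-catenin in the normal intestine.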

Recent RNA-Seq studies mapping the intestine at the single-cell level (scRNA-Seq) have provided a transcriptomic atlas of cell state, helping to define cellular lineage and identity with unparalleled precision. We sought to delineate discrete cell types and clarify differentiation programs affected by loss of Mediator kinase. To do so, we performed gene set enrichment analysis (GSEA) on DEGs from CDK8/19–deficient organoids and IECs using cell type–defined gene sets from scRNA-Seq studies of mouse and human intestine (32, 33). GSEA showed a significant negative enrichment in multiple intestinal secretory lineage cell types and positive correlation with enterocyte signatures (Figure 4, C and D). These data are consistent with the skewed differentiation pattern observed in the intestines of CDK8^iIEC-KO^/*Cdk19^–/–^* mice and help define distinct cell states regulated by the activity of the Mediator kinases.

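The single-cell signatures of the study were not used here. Short lists of marker genes, fixed before the data were examined, were tested in CDK8 iIEC-KO/*Cdk19-/-* organoids and IECs against *VillinCreER T2*. In organoids, the Paneth cell list had 14 genes tested, of which 12 were lower, with a median log2 fold change of -1.48 and an adjusted p of 3.40e-07 from camera. The goblet cell list had a median of -0.59 with 14 of 15 genes lower (adjusted p = 2.69e-06), the tuft cell list -2.20 with 11 of 13 lower (adjusted p = 7.03e-05) and the enteroendocrine list -0.40 with 14 of 16 lower (adjusted p = 0.00269). The enterocyte list had a median of 0.16 with 11 of 18 genes higher (adjusted p = 0.197), and the proliferation list a median of -0.18 with 9 of 15 lower (adjusted p = 0.197). The calls for the Paneth, goblet, tuft and enteroendocrine lists held under fry, with adjusted p-values of 9.62e-08, 1.11e-07, 7.51e-08 and 3.81e-05. None of them held with an estimated correlation, where the adjusted p-values were 0.0898, 0.0576, 0.0501 and 0.129. The numbers of genes past both cutoffs were 12, 8, 9 and 5 in these lists, the same adjusted over the list alone as over all genes.

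In IECs, all 14 genes of the Paneth list were lower, with a median of -1.78 (adjusted p = 2.57e-10 from camera, 0.0105 from fry). The goblet list had a median of -0.60 with 14 of 15 genes lower (adjusted p = 3.59e-08, and 0.0105 from fry) and the tuft list -1.04 with 11 of 14 lower (adjusted p = 9.55e-05, and 0.0624 from fry). The enteroendocrine list had a median of -0.02 with 8 genes higher and 8 lower (adjusted p = 0.551). The enterocyte list had a median of -0.18, with 10 of 18 genes lower (adjusted p = 0.0458, and 0.235 from fry), and the proliferation list -0.55 with all 15 lower (adjusted p = 5.83e-07, and 0.0457 from fry). With an estimated correlation the adjusted p-values of the Paneth, goblet and tuft lists were 0.167, 0.167 and 0.358. Adjusted over the list alone, 10 Paneth, 6 goblet and 8 tuft genes passed both cutoffs in IECs, and 6, 4 and 2 adjusted over all genes. Among markers, *Lyz1* (ENSMUSG00000069515.6, chromosome 10 from 117287797 to 117292868) fell in organoids from 608 ± 15.7 to 247 ± 11.2 CPM (SD, n = 3), a log2 fold change of -1.30 (standard error 0.06, adjusted p = 2.60e-15 from edgeR's quasi-likelihood test). In IECs it fell from 2026 ± 406 to 621 ± 482 CPM, a log2 fold change of -1.71 (standard error 0.55, adjusted p = 0.182). *Ang4* had log2 fold changes of -2.05 in organoids and -2.15 in IECs (adjusted p = 5.11e-15 and 0.0868), *Mmp7* of -0.77 and -2.38 (adjusted p = 4.42e-08 and 0.0166) and the tuft cell gene *Dclk1* of -3.19 and -1.95 (adjusted p = 1.39e-12 and 0.0137). Reads of the Defa genes in the Paneth list are uncertain, since near-identical copies can share them. The paper relates the lower secretory and higher enterocyte signatures to the skewed differentiation seen in CDK8 iIEC-KO/*Cdk19-/-* intestines and proposes that they define cell states regulated by the Mediator kinases.

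**Figure D1:**
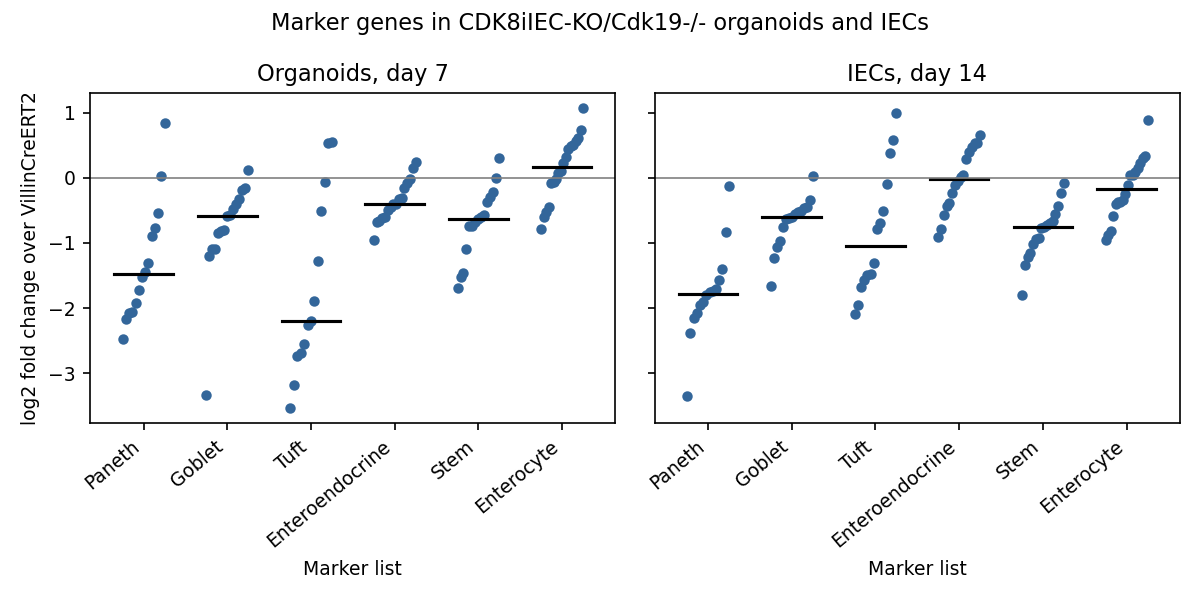
Log2 fold changes of the genes in each marker list, in CDK8 iIEC-KO/*Cdk19-/-* organoids and IECs over *VillinCreER T2* (n = 3 libraries per group). Each point is a gene and each bar the median of a list, which is -1.48 for Paneth genes in organoids and -1.78 in IECs.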

Intestinal differentiation is tightly regulated and defined by the acquisition of lineage-specific gene expression programs in a spatial and temporal manner (10, 41). 

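In organoids of the line *VillinCreER T2*/*Cdk8 fl/fl*/*Cdk19-/-*, *Cdk8* is deleted by 4-OHT, and ethanol (EtOH) was the vehicle control. RNA was sequenced at 3, 5, 7 and 10 days with 3 libraries per treatment and day, 24 in all, and the authors deposited raw counts per gene. Median totals of the EtOH libraries were 18420240 at day 3, 20603436 at day 5, 20433362 at day 7 and 19123143 at day 10, and those of the 4-OHT libraries were 18807174, 19046634, 19935850 and 19151487. Total counts of each group ranged from 18369427 to 18558109 (EtOH) and 18620243 to 19366653 (4-OHT) at day 3, and from 19398102 to 20884794 and 18908677 to 19132905 at day 5. They ranged from 19923111 to 20681798 and 19879016 to 20771513 at day 7, and from 19110500 to 20225762 and 19150333 to 19419584 at day 10. The 24 libraries were fitted together over 15447 genes with the test and cutoffs used for the other organoids, and 4-OHT was compared with EtOH at each day. Both arms come from a single line, so these comparisons hold no difference between lines. The p-values measure the spread between libraries of that line, not between animals. In this and the later comparisons of EtOH and 4-OHT, exposure to 4-OHT and Cre activation go together with the deletion. No EtOH libraries of *VillinCreER T2* were among those analysed. The paper reports that secretory markers were not reduced by 4-OHT in *VillinCreER T2*. Normalized counts of *Cdk8* at day 7 were 49.2 ± 1.29 CPM (SD, n = 3) with EtOH and 45.2 ± 2.22 CPM with 4-OHT, and those of *Cdk19* were 39.5 ± 0.364 and 48.2 ± 2.35 CPM. Counts over whole genes therefore do not check the deletion.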

To determine the transcriptional changes directly mediated by the Mediator kinases and infer causality, we performed a temporal transcriptomic analysis (RNA-Seq) on intestinal organoids at 3, 5, 7, and 10 days after ablation of Mediator kinases. 

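Between 4-OHT and EtOH, 1910 genes passed the cutoffs at day 3 (991 higher, 919 lower), 2040 at day 5 (1326 higher, 714 lower), 2820 at day 7 (1391 higher, 1429 lower) and 2437 at day 10 (1368 higher, 1069 lower). The libraries of the treatments did not overlap in 51.2%, 45.7%, 49.6% and 53.2% of genes at these days, where chance gives 10%. At day 5 the count was 1303 with at least 10 counts required in every library, the alternative that moved it most. Among genes averaging at least 50 counts in either treatment, the largest changes were of *Adh4* (-5.37) and *Acacb* (4.60) at day 3 and of *Krtap3-1* (-3.69) and *Psca* (5.94) at day 5, as log2 fold changes. Next came *Gm6831*, *Reg3b*, *Ppef1* and *Ctgf* at day 3 and *Mptx1*, *Gm6831*, *Chrna4* and *Oas3* at day 5. At day 7 they were of *Krtap3-1* (-3.41) and *Xaf1* (4.86), followed by *Prl2c3*, *Enpp7*, *Oas3* and *Acacb*. *Aldh1l2* (-3.78) and *Acsm5* (4.42) changed most at day 10, followed by *Pla2g2a*, *Ccl6*, *Abca13* and *Cyp2j5*.

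Clusters were formed here from the differences between the log2 fold changes of 2 days. Early clusters differ between days 3 and 5 and late clusters between days 7 and 10, by more than 1, with an adjusted p under 0.1 at the later day. Progressive clusters differ by more than 1 from day 3 to day 10 without such a step between neighboring days, with an adjusted p under 0.1 at days 5, 7 and 10. This gave 430 genes in the early down cluster, 966 in early up, 228 in late down, 238 in late up, 132 in progressive loss and 149 in progressive gain. A fall from day 3 to day 5 can start from a rise, and 172 of the 430 early down genes passed the cutoffs as higher at day 3, while 280 passed as lower at day 5. The median log2 fold change of the early down cluster was 0.54 at day 3, -0.83 at day 5, -0.75 at day 7 and -0.69 at day 10. The difference between days 5 and 3 was also tested itself, and 3120 genes passed the cutoffs, 1728 rising and 1392 falling, among them 375 of the early down and 745 of the early up genes. With each library left out in turn, the early down cluster held between 367 and 532 genes. With at least 10 counts required in every library, it held 276 genes and the early up cluster 456.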

DEGs were clustered based on 6 temporally defined expression patterns: downregulated early (log_2_FC < –1, days 3–5), downregulated late (log_2_FC < –1, days 5–7, days 7–10), upregulated early (log_2_FC > 1, days 3–5), upregulated late (log_2_FC > 1, days 5–7, days 7–10), stepwise/progressive loss (log_2_FC < –1, days 3–10), and stepwise/progressive gain (log_2_FC > 1, days 3–10) (Supplemental Figure 7A and Supplemental Table 2). GSEA of these 6 clusters with intestinal cell type signatures revealed distinct downregulation of progenitor and Paneth signatures as the earliest changes after loss of CDK8/19. 

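Among the 430 early down genes were 10 genes of the Paneth list, 5 of the stem cell list, 5 of the proliferation list, 4 of the tuft list and 1 of the goblet list. The Paneth list had a median log2 fold change of 0.14 at day 3, with 9 of 14 genes higher (adjusted p = 0.514 from camera). At day 5 the median was -1.06, with 12 of 14 genes lower (adjusted p = 1.92e-08), at day 7 it was -1.30 (adjusted p = 8.79e-08) and at day 10 -1.65 (adjusted p = 9.76e-10). The calls at days 5, 7 and 10 held under fry, and those at days 5 and 10 held with an estimated correlation (adjusted p = 0.0393 and 0.0208), which gave 0.0549 at day 7. At day 5, 12 Paneth genes passed the cutoffs adjusted over the list alone and 11 adjusted over all genes. *Lyz1* had log2 fold changes of 0.28, -1.01, -1.63 and -1.83 at days 3, 5, 7 and 10 (standard errors 0.11 at each day, adjusted p = 0.0527, 2.01e-07, 3.60e-11 and 3.57e-12 from edgeR's quasi-likelihood test). Its normalized counts were 2184 ± 271 CPM with EtOH and 2647 ± 286 CPM with 4-OHT at day 3, and 3394 ± 592 and 1690 ± 134 CPM at day 5 (SD, n = 3). *Ang4* had log2 fold changes of 0.14, -0.92, -1.17 and -2.09, and *Mmp7* of 0.18, -0.77, -0.91 and -1.16. The change from day 3 to day 5 was -1.28 for *Lyz1* (adjusted p = 7.79e-07), -1.06 for *Ang4* (adjusted p = 3.97e-05) and -0.94 for *Mmp7* (adjusted p = 5.45e-06). For progenitors, the proliferation list was higher at day 3, with a median of 0.33 and all 15 genes higher (adjusted p = 0.00453, and 0.543 with an estimated correlation). It was lower at day 5, with a median of -0.66 and all 15 genes lower (adjusted p = 9.79e-08, and 0.129 with an estimated correlation), and lower at day 7, with a median of -0.80 (adjusted p = 2.89e-08). Past both cutoffs at day 5 were 10 of its genes adjusted over the list alone, as many as adjusted over all genes. The paper states from its signatures that the progenitor and Paneth programs fall earliest after loss of CDK8/19.

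**Figure D2:**
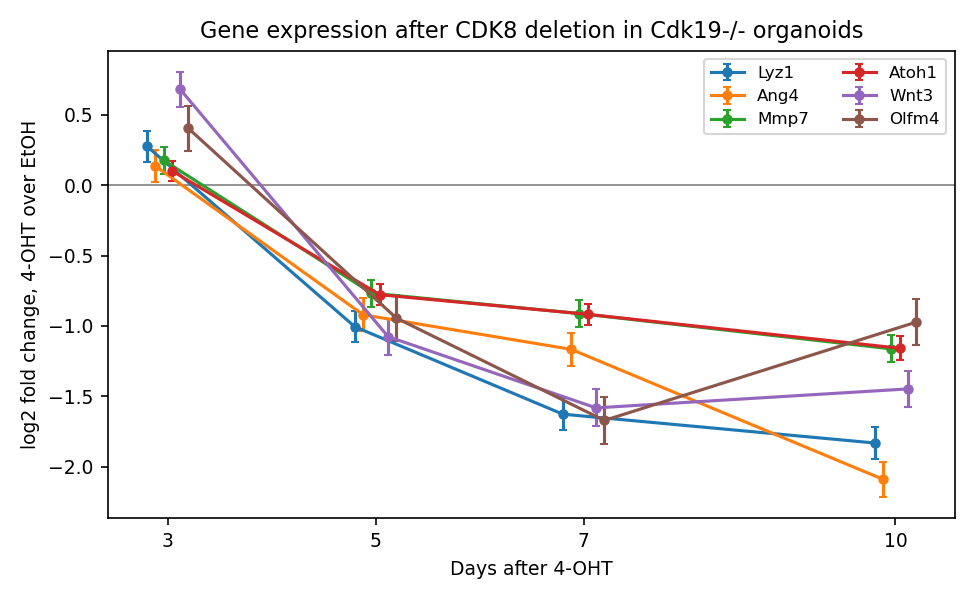
Log2 fold changes of *Lyz1*, *Ang4*, *Mmp7*, *Atoh1*, *Wnt3* and *Olfm4* between 4-OHT and EtOH at 3, 5, 7 and 10 days (n = 3 libraries per treatment and day). Points are edgeR's estimates and bars their standard errors, and *Lyz1* goes from 0.28 at day 3 to -1.83 at day 10.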

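In the time course, the 132 genes of the progressive loss cluster included 6 stem cell, 3 goblet, 2 tuft and 1 Paneth gene of the marker lists. The median log2 fold change of this cluster was 0.33, -0.50, -0.72 and -0.86 at days 3, 5, 7 and 10. The goblet list had a median of -0.12 at day 3 (adjusted p = 0.334 from camera, and 0.00577 from fry), -0.40 at day 5 (adjusted p = 1.78e-06), -0.42 at day 7 (adjusted p = 0.00211) and -0.57 at day 10 (adjusted p = 5.88e-07). The tuft list had medians of -0.47 (adjusted p = 0.514), -1.24 (adjusted p = 0.00252), -1.81 (adjusted p = 0.000901) and -1.93 (adjusted p = 0.000477). With the tuft genes at 3 counts or fewer in all libraries of one treatment set to their bound, these medians were -1.06 at day 5, -1.73 at day 7 and -1.06 at day 10. The tuft call was not past the cutoff with at least 10 counts required in every library, with adjusted p-values of 0.746, 0.524 and 0.326 at days 5, 7 and 10. That filter drops every tuft gene under 10 counts in any library, among them those at the floor in one treatment. It therefore cannot test the change of those genes. The stem cell list was higher at day 3, with a median of 0.38 and 15 of 16 genes higher (adjusted p = 9.75e-06). It was lower at later days, with medians of -0.44 at day 5 (adjusted p = 3.13e-06), -0.73 at day 7 (adjusted p = 1.28e-08) and -0.80 at day 10 (adjusted p = 4.16e-10). These calls held under fry, and with an estimated correlation the adjusted p-values of the stem cell list were 0.209, 0.0976, 0.0549 and 0.0235 at the 4 days. At day 10, 7 goblet, 9 tuft and 11 stem cell genes passed both cutoffs, adjusted over the list alone as over all genes. The tuft cell gene *Pou2f3* had log2 fold changes of -0.47, -1.80, -1.81 and -1.93 and the stem cell gene *Ascl2* of 0.98, -1.24, -1.72 and -1.40.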

Interestingly, loss of other intestinal secretory cell types (goblet cells, tuft cells) and stem cell signatures correlated with genes whose expression was more gradually lost (progressive loss signature) (Figure 4E). We confirmed these results using 3 well-established PC markers (*Lyz*, *Ang4*, *Mmp7*), which were highly downregulated in CDK8/19–deficient organoids and IECs (Figure 4, F and G, and Supplemental Figure 7B). Importantly, these results were specific to CDK8/19 depletion, as 4-hydroxytamoxifen (4-OHT) treatment of *VillinCreER^T2^* did not reduce secretory marker expression (Supplemental Figure 7C). Lastly, PC depletion was confirmed at the cellular level by Lyz immunofluorescence staining directly on CDK8^iIEC-KO^/*Cdk19^–/–^* organoids, confirming the transcriptomic data (Figure 4H).

To determine whether the CDK8/19 requirement for secretory cell types is Wnt3 dependent, we subjected RNA from EtOH- and 4-OHT–treated *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^–/–^* organoids cultured in Wnt3-CM for 10 days to whole-transcriptome sequencing (RNA-Seq). 

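The organoids of this experiment were of the line *VillinCreER T2*/*Cdk8 fl/fl*/*Cdk19-/-*, treated with EtOH or 4-OHT and grown in *Wnt3*-CM for 10 days, with 3 libraries per treatment. The authors deposited raw counts per gene, with totals from 19183905 to 19374952 (median 19279827) in the EtOH libraries and from 19999051 to 20361097 (median 20305783) in the 4-OHT libraries. The columns were matched to these groups by line, day, treatment and medium in their names, and the numbers in the names were not tied to the replicates of the labels. The 6 libraries were fitted by themselves, with the same test and cutoffs as the other comparisons, over 13745 genes. Normalized counts of *Cdk8* were 47.5 ± 2.09 CPM (SD, n = 3) with EtOH and 52.2 ± 4.92 CPM with 4-OHT and do not check the deletion. Past both cutoffs were 2319 genes, 1299 higher and 1020 lower with 4-OHT, and the libraries of the treatments did not overlap in 56.3% of genes. With each library left out in turn the count stayed between 2164 and 2521, and with no filter on low counts it was 2649. The largest decrease was of *Gm13058*, at 0 counts in every 4-OHT library and at least 17.1-fold lower, and the largest rise of *Chrna4*, at least 38.7-fold higher. Next came decreases of *Sh2d7* and *Ly6g*.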

Gene expression signatures from CDK8/19–deficient organoids cultured in Wnt3-CM maintained a negative enrichment for PCs and other secretory cell lineages, but no longer showed negative enrichment for ISCs (Supplemental Figure 8A). 

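In *Wnt3*-CM, the Paneth list had a median log2 fold change of -1.64 between 4-OHT and EtOH, with 12 of 14 genes lower (adjusted p = 1.70e-06 from camera). The goblet list had a median of -0.67 with 13 of 15 genes lower (adjusted p = 7.28e-05) and the tuft list -3.07 with 11 of 13 lower (adjusted p = 0.000205), or -2.86 with the tuft genes at the floor in one arm set to their bound. Only 3 enteroendocrine genes could be tested, with a median of -1.45 (adjusted p = 0.202, and 0.0104 from fry). The stem cell list had a median of -0.06, with 13 of 16 genes lower (adjusted p = 0.0556, and 0.0126 from fry). The Paneth, goblet and tuft calls held under fry (adjusted p = 0.000655, 0.00274 and 0.000332), and with an estimated correlation their adjusted p-values were 0.280, 0.280 and 0.165. The tuft call was not past the cutoff with at least 10 counts required in every library (adjusted p = 0.953). That filter drops genes because they fell, such as *Pou2f3* at 6 to 24 counts with 4-OHT. It therefore cannot test the fall of those genes. Adjusted over the list alone, 13 Paneth, 9 goblet, 12 tuft and 4 stem cell genes passed both cutoffs, the same as over all genes. The enterocyte list had a median of 0.69 (adjusted p = 0.000612) and the proliferation list of 0.28 (adjusted p = 0.00199). *Lyz1* fell from 3766 ± 191 to 1239 ± 135 CPM (SD, n = 3), a log2 fold change of -1.60 (standard error 0.08, adjusted p = 1.47e-12 from edgeR's quasi-likelihood test). *Ang4* had a log2 fold change of -2.56 (adjusted p = 1.10e-15), *Mmp7* of -1.14 (adjusted p = 6.81e-11) and *Pou2f3* of -2.46 (adjusted p = 1.03e-06). *Olfm4* had a log2 fold change of 0.17 (adjusted p = 0.115) and *Ascl2* of -0.83 (adjusted p = 0.000151).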

The reduction in PC cells (Lyz, Ang4, Mmp7) and tuft cells (Pou2f3) was validated by qRT-PCR in CDK8/19–deficient organoids cocultured with fibroblasts and Wnt3-CM (Supplemental Figure 8, B–D, and Supplemental Table 1). These results suggest that CDK8/19 act independently of Wnt3 to produce the secretory cell types.

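The response in *Wnt3*-CM was tested against the response of the same line at day 10 in the time course, in a joint fit of 12 libraries over 14337 genes. The difference between the responses passed the cutoffs for 1911 genes, 1020 with a higher and 891 with a lower log2 fold change in *Wnt3*-CM. The media were run as separate sets of libraries, so a difference between the sets is part of this contrast. For the Paneth list the adjusted p of the difference was 0.737 from camera, with a median of 0.01 and 7 of 14 genes on each side. The stem cell list had a median difference of 0.55, with 13 of 16 genes higher (adjusted p = 2.36e-06, and 0.0715 with an estimated correlation). The difference was 1.14 for *Olfm4* (standard error 0.12, adjusted p = 1.13e-06 from edgeR's quasi-likelihood test) and 0.57 for *Ascl2* (adjusted p = 0.0563). It was 0.23 for *Lyz1* (adjusted p = 0.149) and 0.02 for *Mmp7* (adjusted p = 0.931). For *Ang4* it was -0.47 (adjusted p = 0.00546), a larger fall in *Wnt3*-CM but under the fold change cutoff. From the secretory signatures and markers that stay reduced when *Wnt3* is supplied, the paper proposes that CDK8/19 act independently of *Wnt3* in the making of secretory cells.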

To assess whether these effects are kinase dependent, we characterized the secretory lineage in the Cdk19 kinase–dead–expressing mouse (*Cdk19^D173A^*). CDK8^iIEC-KO^/*Cdk19^D173A/–^* intestines showed a significantly lower number of PCs by IHC analysis (Supplemental Figure 8E) and reduced expression of the PC markers Lyz and Ang4 by qRT-PCR (Supplemental Figure 8F), phenocopying CDK8/19 protein depletion. To extend these findings, we performed whole-transcriptome (RNA-Seq) analysis on both CDK8^iIEC-KO^/*Cdk19^D173A/–^* mouse IECs and organoids. 

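Organoids labelled CDK8 iIEC-KO/*Cdk19 D173A/-* were treated with EtOH or 4-OHT, with 3 libraries per treatment, and the authors deposited raw counts per gene. *Cdk19 D173A* encodes a kinase-dead CDK19, so that 4-OHT removes CDK8 in cells that keep a CDK19 protein without kinase activity. Totals ranged from 28339097 to 29847397 (median 28963647) in the EtOH libraries and from 25250188 to 32909565 (median 29639914) in the 4-OHT libraries. The organoid columns name a line and the treatment but no genotype, and they were assigned to CDK8 iIEC-KO/*Cdk19 D173A/-* because no other line was left with an EtOH group. The IEC libraries of this genotype were not analysed here. The 6 organoid libraries were fitted by themselves over 15457 genes with the test and cutoffs used before. Normalized counts of *Cdk8* were 66.7 ± 3.68 CPM (SD, n = 3) with EtOH and 67.1 ± 2.98 CPM with 4-OHT, and those of *Cdk19* were 29.4 ± 0.971 and 25.4 ± 1.64 CPM. Past both cutoffs were 1901 genes, 935 higher and 966 lower with 4-OHT, and the libraries of the treatments did not overlap in 43.2% of genes. The count stayed between 1527 and 1986 with each library left out in turn and was 2332 with no filter on low counts. By edgeR's fitted log2 fold change, the largest decreases were of *Hoxa9*, *Rps4l* and *Hoxa10* and the largest rises of *Tspan6*, *Amigo2* and *Casd1*. This order is uncertain, because a gene at the floor has only a bound, at least 28.8-fold for *Tspan6* and 25.2-fold for *Amigo2*. *Nrn1* was at 4 to 9 counts with EtOH and 1510 to 1693 with 4-OHT, and *Rec8* at 4 to 10 and 937 to 1308, which are larger rises than those bounds. *Casd1* was at least 77.0-fold higher with 4-OHT and *Hoxa9* at least 51.8-fold lower. These are among 24 genes at 3 counts or fewer in every library of one treatment and at a mean of at least 50 counts in the other, 21 of them off with EtOH and 3 off with 4-OHT. In the comparisons of EtOH and 4-OHT of the line *VillinCreER T2*/*Cdk8 fl/fl*/*Cdk19-/-* there were 0 such genes at days 3, 5, 7 and 10 and 7 in *Wnt3*-CM, 4 of them off with 4-OHT and 3 off with EtOH.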

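In CDK8 iIEC-KO/*Cdk19 D173A/-* organoids, the Paneth list had a median log2 fold change of -1.25 between 4-OHT and EtOH, with 12 of 14 genes lower (adjusted p = 2.43e-06 from camera). The tuft list had a median of -1.54 with 12 of 14 genes lower (adjusted p = 8.14e-07). Both calls held under fry, each with an adjusted p of 0.000444, and neither held with an estimated correlation (adjusted p = 0.150 and 0.119). Adjusted over the list alone, 11 Paneth and 13 tuft genes passed both cutoffs, and 11 and 12 adjusted over all genes. The Paneth genes did not all fall. *Lyz1* rose from 459 ± 56.7 to 847 ± 67.5 CPM (SD, n = 3), a log2 fold change of 0.89 (standard error 0.09, adjusted p = 0.000118 from edgeR's quasi-likelihood test). *Ang4* had a log2 fold change of -2.18 (standard error 0.10, adjusted p = 3.34e-07) and *Mmp7* of -1.94 (standard error 0.10, adjusted p = 1.01e-06). The tuft cell gene *Pou2f3* fell from 6.33 ± 0.173 to 1.38 ± 0.128 CPM, a log2 fold change of -2.20 (adjusted p = 7.63e-06). The goblet list had a median of -0.51 (adjusted p = 0.0221), the stem cell list of -0.70 with all 15 genes lower (adjusted p = 9.98e-09), the proliferation list of -0.41 (adjusted p = 8.55e-06) and the enterocyte list of 0.72 (adjusted p = 2.43e-06). The IECs of this genotype were not analysed here.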

Strikingly, both IECs and organoids showed a significant negative enrichment of Paneth and tuft cell signatures (Supplemental Figure 8G). Lastly, we inhibited CDK8/19 activity using CCNC shRNA in human intestinal organoids and with Cp32 in both mouse and human intestinal cells. Consistent with our genetic model above, we observed loss of PC markers by qRT-PCR after both pharmacological (Cp32) and genetic (CCNC shRNA) kinase inhibition of CDK8/19 in mouse and human intestinal organoids (Supplemental Figure 8, H–J). Collectively, these data demonstrate an indispensable role for CDK8/19 kinase activity, specifically for PC production and more broadly for intestinal secretory lineage differentiation.

### Phospho-proteomic analysis reveals a functional interaction between the CDK8/19 kinase module and the SWI/SNF complex in the intestinal epithelium.

CDK8 and CDK19 have been shown to regulate transcription in both a Mediator-dependent and a Mediator-independent manner. To determine whether loss of Mediator kinases in the intestine leads to dysregulated core Mediator composition and activity, we performed quantitative (tandem mass tagging) immunoprecipitation-coupled mass spectrometry using Mediator components in WT and CDK8/19–deficient cells. Using an antibody directed at MED1, we coimmunoprecipitated the majority (22 of 26) of the core Mediator subunits at equivalent levels in both WT and CDK8/19–deficient intestinal organoids. Importantly, total levels of Mediator complex subunits were largely unaltered (Supplemental Figure 9A). Strikingly, however, CDK8/19 ablation led to dissolution of MED1/core Mediator from the kinase module protein MED12 (Figure 5A and Supplemental Table 3). These data suggest that loss of Mediator kinases perturbs the ability of MED12 to interact with core Mediator, without disrupting the composition of Mediator itself.

MED12 is a critical regulatory subunit of the Mediator kinase complex that is required for priming CDK8/19 kinase activity and linking CDK8/19 to additional kinase substrates (42, 43). Our work, herein, shows that the ability of Mediator kinases to control intestinal secretory cell differentiation is kinase dependent. To identify potential direct substrates of CDK8/19 activity required for intestinal differentiation, we took a 2-pronged approach. Firstly, we subjected WT and CDK8/19–depleted intestinal organoids to phospho-proteomic analysis. In total, 103 high-confidence phosphorylation events (in 68 unique nuclear proteins) were found to be significantly reduced upon loss of CDK8/19 (log_2_FC > 1, FDR < 0.05) (Supplemental Table 4). Of these 103 sites, 66 harbored canonical CDK active sites (SP/TP sites) (Supplemental Figure 9B), suggesting that they may be directly phosphorylated by CDK8/19. STRING network analysis of the 68 putative CDK8/19 kinase substrates revealed strong enrichment in chromatin remodeling and epigenetic regulatory complexes (Supplemental Figure 9, C and D).

To identify which of these proteins may be direct targets of Mediator kinases, we performed quantitative immunoprecipitation-coupled mass spectrometry in IECs using a MED12-directed antibody. After filtering for nuclear proteins, we found 72 significant MED12 binding partners (log_2_FC > 1, FDR < 0.05) compared with isotype IgG pull-down controls (Figure 5B and Supplemental Table 5). As expected, these included the majority of core Mediator and CDK8 kinase module components (23 of 28; 82%). Strikingly, we found that MED12 associated with several other enhancer regulatory proteins, most notably more than half of the SWI/SNF subunit proteins (Figure 5, B and C). Overlay of CDK8/19–regulated phospho-proteome and MED12 interactome analyses revealed 9 proteins, including 3 SWI/SNF subunits (ARID1A, SMARCC2, and PBRM1), that both bound to MED12 and were phosphorylated in the presence of Mediator kinases (Figure 5, B and D, and Supplemental Figure 9E). Importantly, 4 of the other 6 non–SWI/SNF subunits were also found as CDK8/19 targets in HCT116 CRC cells (44) (Figure 5D). Interestingly, HCT116 harbors mutations in SMARCA4 (BRG1), an important component of SWI/SNF complex function (45), providing a potential explanation of why these phosphorylation events were not identified in this cell line.

We confirmed MED12 and SWI/SNF complex interaction by performing reciprocal immunoprecipitation and Western blotting for MED12 and a key SWI/SNF regulatory subunit, ARID1A. Indeed, we found that endogenous ARID1A and MED12 bound to each other in human and murine IECs, confirming our proteomic analysis (Figure 5, E and F, and Supplemental Figure 9F). While ARID1A phosphorylation has been previously reported (46), the responsible kinase and functional implications are not known. To determine whether Mediator kinases directly phosphorylate ARID1A, we expressed and purified ARID1A protein fragments that were WT or harbored mutations at the putative CDK8/19 phosphosites (Ser365, Ser696, Ser699, Ser703, Ser716). ARID1A protein was then subjected to an in vitro kinase assay using a reconstituted human CDK8 kinase module (CDK8, MED12, and CCNC). We found site-specific CDK8-dependent phosphorylation of ARID1A at Ser365, but not Ser696–Ser716. Importantly, protein levels were equivalent for the tested WT and mutant forms of ARID1A (Figure 5G). Cumulatively, these data show that the CDK8/19 kinase module (MED12 and CDK8) associates with and phosphorylates components of the SWI/SNF complex in the context of the intestinal epithelium.

### Deletion of Mediator kinases leads to perturbed enhancer activity in a distinct subset of ARID1A-regulated genes.

ARID1A has been intimately linked to intestinal differentiation programs and colon carcinogenesis (12, 47). As both Mediator and SWI/SNF have been implicated in enhancer-mediated transcriptional control, we performed ChIP-Seq to investigate their genomic occupancy in intestinal organoids in the presence and absence of CDK8/19. Firstly, ChIP-Seq for RNA polymerase II revealed that overall RNA polymerase II binding and distribution were unchanged after CDK8/19 deletion (Supplemental Figure 10A), indicating that, in contrast to cancer cells (40), loss of CDK8/19 does not affect global gene regulation in normal intestine. Similarly, ChIP-Seq analysis showed no change in the amount or distribution of H3K27ac sites, MED1, and MED12 upon loss of CDK8/19 (Supplemental Figure 10, B–D). In contrast, ARID1A genomic occupancy was both reduced (log_2_FC = 1.15; *P <* 0.001) and showed changes in binding distribution to enhancer and promoter regions after CDK8/19 ablation (Figure 6A). Given the critical role of SWI/SNF in enhancer-mediated transcription, we then categorized MED1/MED12/H3K72ac–defined enhancers based on whether they were lost (*n =* 1,350) or retained (*n =* 263) upon CDK8/19 ablation. Strikingly, we observed a near-complete loss of ARID1A binding to enhancers that were dependent on the presence of CDK8/19 (Figure 6B and Supplemental Table 6). Importantly, overall ARID1A levels were not changed in CDK8/19–deficient intestinal organoids. Overall, these data show that Mediator kinases are required for ARID1A genomic binding, and are consistent with our proteomic studies suggesting a regulatory role for CDK8/19 in SWI/SNF activity.

Enhancers and, in particular, super-enhancer (SE) elements have been intimately linked with cell fate specification by their enabling of master transcription factors (TFs) to bind and control cell type–specific transcriptional programs (48). Given the critical role of CDK8/19 in secretory intestinal cell specification, we sought to map the super-enhancer gene regulatory landscape of the intestinal epithelium in the presence and absence of CDK8/19. We found 633 MED12-defined SE regions, of which 222 were lost upon CDK8/19 deletion. We then used the Genomic Regions Enrichment of Annotations Tool (GREAT) (49) to identify *cis*-regulated genes associated with MED12-defined SE elements. From a total of 92 SE *cis*-associated genes, we found 8 TFs and developmental regulator genes associated with these SE elements, including genes previously implicated in ISC maintenance and differentiation: *ATOH1* (50), *MYB* (51), and *HOPX* (52) (Figure 6C). To determine whether the expression of these SE-associated genes was dependent on CDK8/19, we investigated their expression in intestinal organoids and IECs lacking CDK8/19. Gene expression across all 92 SE-associated genes was globally downregulated, with the majority of genes below the 0 point of log_2_FC (Figure 6D). In particular, *ATOH1*, a critical lineage specification TF of the intestinal secretory pathway, was one of the most significantly downregulated SE-associated genes upon CDK8/19 loss (Figure 6D). These data pinpoint specific SE-associated genes that may require CDK8/19 for their appropriate expression and, as such, offer potential effector proteins that are necessary for intestinal differentiation.

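The study's set of SE-associated genes was not used here, and the values are of those named in Figure 6, C and D. In CDK8 iIEC-KO/*Cdk19-/-* organoids, *Myb* fell from 102 ± 7.86 to 61.7 ± 4.63 CPM (SD, n = 3), a log2 fold change of -0.72 (standard error 0.13, adjusted p = 0.000499 from edgeR's quasi-likelihood test). *Engase* fell from 58.5 ± 4.46 to 38.3 ± 1.13 CPM, a log2 fold change of -0.61 (standard error 0.07, adjusted p = 4.18e-08). *Hopx* and *Rcor2* each had a log2 fold change of -0.56 (adjusted p = 1.13e-06 and 1.23e-06), which is under the fold change cutoff. *Kif22* and *Kif2c* had log2 fold changes of -0.0015 and -0.03 (adjusted p = 0.990 and 0.788), both above 0 with upper quartile normalization. *Dtx3*, *Kat8* and *Dact2* had log2 fold changes of 0.10, 0.16 and 0.13 (adjusted p = 0.841, 0.108 and 0.379). *Dtx3* changed direction with CDK8 iIEC-KO/*Cdk19-/-* replicate 1 left out, to -0.14, and *Dtx3* and *Kat8* with the mean of both control lines as the control, to -0.48 and -0.06. *Tbx10* was at 0 or 1 counts in these libraries and was not tested. For IECs of this genotype, the log2 fold change was -0.95 for *Myb*, -0.51 for *Hopx*, -0.62 for *Rcor2*, -0.91 for *Engase*, -0.66 for *Kif22* and -0.71 for *Kif2c*, and only *Engase* passed the cutoffs (adjusted p = 0.0279). It was 1.82 for *Dtx3* (adjusted p = 0.0776), 0.16 for *Kat8* and 0.04 for *Dact2*. In these IECs, *Engase* did not pass with the replicate number as a block (adjusted p = 0.0908), while *Dtx3* passed with no filter, with at least 10 counts in every library and with DESeq2 (adjusted p = 1.15e-05, 0.0495 and 0.000528) and *Myb* with no filter and with DESeq2 (adjusted p = 0.0233 and 0.00472). *Engase* in organoids was under the fold change cutoff with upper quartile normalization, and *Hopx* passed against the mean of both control lines. Within the line *VillinCreER T2*/*Cdk8 fl/fl*/*Cdk19-/-* at day 7, *Myb* (-1.18), *Hopx* (-1.14), *Kif22* (-0.90), *Kif2c* (-0.79), *Rcor2* (-0.66) and *Engase* (-0.65) passed the cutoffs as lower with 4-OHT, with adjusted p-values of at most 1.58e-05. There, *Dtx3* and *Dact2* rose by 0.86 and 0.61 (adjusted p = 0.00622 and 3.06e-07), and *Kat8* had a log2 fold change of -0.16 (adjusted p = 0.136). At day 10 in standard medium, the log2 fold change in this line was -0.91 for *Myb*, -0.97 for *Hopx*, -1.95 for *Rcor2* and -0.68 for *Engase*. *Kif22* (-0.40) and *Kif2c* (-0.48) were within the fold change cutoff. In *Wnt3*-CM at day 10, the log2 fold change was 0.19 for *Myb*, 0.46 for *Kif22* and 0.43 for *Kif2c*. It was -0.46 for *Hopx*, -0.29 for *Rcor2* and -0.04 for *Engase*, and all of these lay within the fold change cutoff. By edgeR's adjusted p alone, *Hopx* and *Rcor2* were still lower there (6.99e-05 and 0.0114), and *Kif22* and *Kif2c* higher (3.09e-05 and 0.000258).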

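*Atoh1* (ENSMUSG00000073043.5) lies on chromosome 6 of GRCm38 from 64729125 to 64731245. Its normalized counts were 20.8 ± 2.38 CPM (SD, n = 3) in *VillinCreER T2* organoids and 12.0 ± 0.243 CPM in CDK8 iIEC-KO/*Cdk19-/-* organoids, a log2 fold change of -0.80 (standard error 0.10, adjusted p = 1.15e-07 from edgeR's quasi-likelihood test). Across the alternatives tried, the log2 fold change was between -0.92 and -0.75 and past both cutoffs. It was -0.10 (adjusted p = 0.423) in CDK8 iIEC-KO organoids and -0.18 (adjusted p = 0.186) in *Cdk8 fl/fl*/*Cdk19-/-* organoids, and the change with combined loss was below the sum of these by -0.52 (adjusted p = 0.00238). In IECs, normalized counts were 27.7 ± 0.951 CPM in *VillinCreER T2* and 17.9 ± 2.14 CPM in CDK8 iIEC-KO/*Cdk19-/-*, a log2 fold change of -0.63 (standard error 0.12, adjusted p = 0.0546). All 3 CDK8 iIEC-KO/*Cdk19-/-* IEC libraries lay below all 3 *VillinCreER T2* IEC libraries. The adjusted p in IECs was 0.00168 with no filter on low counts, 0.0484 with at least 10 counts required in every library and 0.000777 with DESeq2, and it stayed above the cutoff with limma-voom and with upper quartile normalization. In the time course, the log2 fold change was 0.10 at day 3 (adjusted p = 0.286), -0.78 at day 5 (adjusted p = 3.97e-09), -0.92 at day 7 (adjusted p = 8.04e-11) and -1.16 at day 10 (adjusted p = 4.71e-12). In *Wnt3*-CM at day 10 it was -0.82 (adjusted p = 1.01e-06). The paper proposes that the SE-associated genes that fall may require CDK8/19 for their expression and offer effectors of intestinal differentiation.

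**Figure D3:**
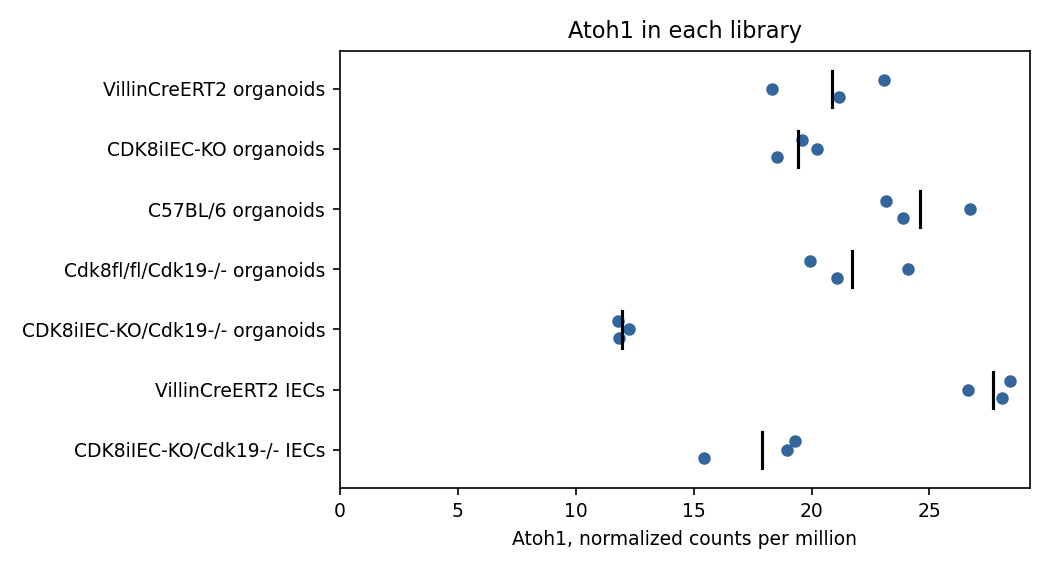
*Atoh1* in each library of the organoid and IEC groups, in normalized counts (CPM). Each point is a library, each bar the mean of 3 libraries, and the lowest mean of these groups is that of CDK8 iIEC-KO/*Cdk19-/-* organoids, at 12.0.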

### CDK8 and CDK19 control secretory lineage differentiation by regulating Atoh1 expression.

Basic helix-loop-helix transcription factor ATOH1 is the master regulator of intestinal secretory cell differentiation (1). ATOH1 overexpression results in expansion of secretory cells (53), and conversely, deletion of ATOH1 results in the loss of intestinal secretory cells (50, 54), similar to the phenotype we observe in the intestine upon loss of the Mediator kinases. To confirm whether ATOH1 is a target of CDK8/19, we performed qRT-PCR for *Atoh1* expression on both organoids and IECs after CDK8/19 ablation. Indeed, *Atoh1* expression was significantly reduced in both IECs and organoids after CDK8/19 ablation (Figure 6E). 

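The published ATOH1 targetome was not used here. A list of 18 genes that depend on ATOH1, fixed before the data were examined, took its place, and 10 of its genes are also in another of the marker lists. Its median log2 fold change in CDK8 iIEC-KO/*Cdk19-/-* IECs was -0.61, with 15 of 18 genes lower (adjusted p = 2.39e-07 from camera, 0.00173 from fry and 0.0767 with an estimated correlation). Of its genes, 9 passed both cutoffs adjusted over the list alone, and 7 adjusted over all genes. In CDK8 iIEC-KO/*Cdk19-/-* organoids, the median was -0.51 with 16 of 17 genes tested lower, and the adjusted p was 8.04e-06 from camera, 1.50e-07 from fry and 0.0501 with an estimated correlation. There, 8 genes passed both cutoffs, adjusted over the list alone as over all genes. Among its members, *Muc2* had log2 fold changes of -1.06 in IECs (adjusted p = 0.0453 from edgeR's quasi-likelihood test) and -0.33 in organoids (adjusted p = 0.0317).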

Consistently, there was a significant reduction in the small intestinal ATOH1 target gene expression (ATOH1 targetome) (55) in both CDK8/19–ablated small intestinal IECs (normalized enrichment score [NES] = –3.15, *P <* 0.001) and organoids (NES = –2.26, *P =* 0.002) (Figure 6F). Consistent with a kinase-dependent effect, the expression of both ATOH1 itself and its target genes was significantly reduced in CDK8^iIEC-KO^/*Cdk19^D173A/–^* IECs and organoids (Supplemental Figure 10, E–H). 

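In CDK8 iIEC-KO/*Cdk19 D173A/-* organoids, normalized counts of *Atoh1* were 23.5 ± 0.965 CPM (SD, n = 3) with EtOH and 20.3 ± 3.20 CPM with 4-OHT, a log2 fold change of -0.22 (standard error 0.11, adjusted p = 0.188 from edgeR's quasi-likelihood test). The libraries of the treatments overlapped. Across the alternatives tried, the log2 fold change was between -0.26 and -0.22, and it stayed within the fold change cutoff. It was -0.34 without one of the 4-OHT libraries. The change was less than in the *VillinCreER T2*/*Cdk8 fl/fl*/*Cdk19-/-* organoids at day 7, with a difference of 0.70 between the log2 fold changes (standard error 0.15, adjusted p = 0.00384), in a joint fit of 12 libraries over 15636 genes. The lines were sequenced as separate sets of libraries, so a difference between the sets is part of this contrast. The list of genes that depend on ATOH1 had a median log2 fold change of -0.57, with 14 of 17 genes tested lower (adjusted p = 4.09e-05 from camera, 0.000444 from fry and 0.119 with an estimated correlation). Adjusted over the list alone, 6 genes passed both cutoffs, as many as adjusted over all genes. The IECs of this genotype were not analysed here. The paper proposes a kinase-dependent effect and reports reduced expression of ATOH1 and its targets in this background.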

We then tested whether restoration of ATOH1 could rescue the growth defect in CDK8/19-depleted intestinal organoids. To do so, we stably transduced *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^–/–^* organoids with a lentivirus encoding a doxycycline-regulated ATOH1 construct and confirmed its inducible expression (Supplemental Figure 10, I and J). Strikingly, exogenous expression of ATOH1 in CDK8/19–deficient organoids restored expression of PC markers and *Wnt3* and partially rescued the growth defect in Mediator kinase–depleted organoids (Figure 6, G and H, and Supplemental Figure 10K). Since overexpression of ATOH1 at least partially restores Wnt3 expression, this suggests that the Mediator kinase/ATOH1 axis is upstream of PC differentiation and Wnt3 expression. ATOH1 overexpression also restored expression of other secretory cell types in CDK8/19–deficient organoids, including goblet cells (*Muc2*) and tuft cells (*Dclk1*) (Supplemental Figure 10, L and M).

Notch signaling and its downstream transcription factor HES1 are known to repress Atoh1 transcription and limit secretory pathway differentiation in a process known as lateral inhibition (1). We then asked whether CDK8/19–mediated Atoh1 regulation is Notch pathway dependent. To assess whether Mediator kinases control secretory cell differentiation as part of the Notch/HES1/ATOH1 axis, CDK8/19–deficient organoids (3 days after 4-OHT) were treated with the γ-secretase inhibitor DAPT for 3 days to inhibit Notch signaling. We found that CDK8/19-depleted organoids subjected to Notch inhibition still retained the ability to upregulate a number of secretory lineage cell markers to an extent comparable to that seen in DMSO-treated controls (e.g., 30-fold [CDK8/19 knockout] vs. 37-fold [control] for *Lyz* expression) (Supplemental Figure 11A). Consistent with this, *Hes1* mRNA expression was unchanged in CDK8/19–deficient IECs, slightly elevated in CDK8/19–depleted organoids, and unchanged at the protein level (Supplemental Figure 11, B and C). Likewise, a HES1-associated super-enhancer was unaffected by loss of Mediator kinases (Supplemental Figure 11D). Collectively, these data provide evidence that the Notch pathway and its downstream effector HES1 are intact in CDK8/19-depleted organoids and, moreover, imply that Mediator kinases may regulate ATOH1 and secretory lineage differentiation independently of Notch/HES1 signaling.

### CDK8 and CDK19 control Atoh1 expression by regulating a distinct ARID1A-defined enhancer.

Given the Notch-independent mechanism of ATOH1 regulation by CDK8/19, we investigated whether the ATOH1-associated SE element identified through our ChIP-Seq studies may provide an alternative mode of regulating *Atoh1* expression. ChIP-Seq peak density plots for the *Atoh1* locus revealed 4 separate peaks of H3K27ac, MED1, and MED12 binding about 10–30 kb downstream of the *Atoh1* locus within the MED1/MED12–defined super-enhancer. Interestingly, ARID1A binding was found specifically at peaks 3 and 4 and only in the presence of CDK8/19. In line with reduced activity from this SE element, the H3K27ac mark and RNA polymerase II binding were greatly diminished alongside reduced ATOH1 expression levels (Figure 7A). To assess the functional importance of this ATOH1-associated super-enhancer (peaks 1–4), we used CRISPR interference (dCas9-KRAB repressor) to specifically dampen Atoh1-associated enhancer-mediated transcriptional output in C57BL/6 WT intestinal organoids. Targeting dCas9-KRAB to the *Atoh1* promoter using specified sgRNAs resulted in significantly reduced Atoh1 expression (Figure 7B), confirming the assay’s functionality. Interestingly, silencing of peak 1, peak 2, and peak 3, but not peak 4, resulted in significant *Atoh1* downregulation (Figure 7B), suggesting that these peaks define functional enhancers that mediate ATOH1 expression in the intestine. Consistently, organoids with CRISPR-targeted suppression of the *Atoh1* promoter and ATOH1 super-enhancer peaks 1–3 displayed significant growth defects (Figure 7C), confirming that these enhancers are functionally critical for ATOH1 expression and organoid viability.

Our previous data indicate that the SWI/SNF complex may act as an important mediator of CDK8/19 function in the intestine. To test whether the ARID1A-bound site enhancer region is critical for ATOH1 transcription, we used CRISPR activation (CRISPRa) to direct a strong transcriptional activator (dCas9-VP64) to the ARID1A-defined *Atoh1*-associated enhancer (peak 3). The system was confirmed using a guide RNA targeting the *Atoh1* promoter, which showed robust activation of *Atoh1* transcription (Figure 7D). Strikingly, CRISPRa targeted activation of the ARID1A-defined enhancer (peak 3) showed similar induced *Atoh1* expression in CDK8^iIEC-KO^/*Cdk19^–/–^* organoids compared with negative controls (Figure 7D). Interestingly, CRISPRa-induced ATOH1 expression from peak 3 was lower in CDK8/19–deficient organoids compared with controls. Lastly, to test whether this regulatory mechanism applies in vivo, we assessed ARID1A and MED12 binding at the Atoh1 super-enhancer peak 3 in CDK8/19–deficient IECs by ChIP-qPCR. Using 2 primer pairs targeting peak 3 of this enhancer, we found that ARID1A and MED12 binding at the Atoh1 super-enhancer peak 3 was significantly reduced in CDK8^iIEC-KO^/*Cdk19^–/–^* mice compared with *VillinCreER^T2^* IEC controls (Figure 7, E and F). These results show that the Mediator kinase module is a direct regulator of ATOH1 expression and secretory cell differentiation in vivo as well. Taken together, these data define a CDK8/19–dependent, enhancer-mediated mechanism of *Atoh1* transcription that involves the interplay of both MED12-Mediator and SWI/SNF complex components.

## Discussion

Using genetic mouse models combined with transcriptomic, epigenetic, and phospho-proteomic profiling, we identify a kinase-dependent function for the Mediator kinases CDK8 and CDK19 in intestinal secretory cell type differentiation. Importantly, we find that CDK8 and CDK19 act in a functionally redundant manner to control transcriptional output and differentiation. We show that the Mediator complex interacts with the SWI/SNF complex members and is required for proper ARID1A binding across MED1/12–defined intestinal enhancer regions, suggesting that the Mediator kinase complex may act beyond transcriptional regulation to regulate chromatin accessibility.

Previous studies have suggested that CDK8 and its paralog CDK19 have nonredundant roles as transcriptional regulators (23, 27). Moreover, other studies have identified both kinase-dependent and -independent functions for CDK8/19 (25, 26, 56). Herein, we show that CDK8 and CDK19 have redundant and kinase-dependent functions in regulating transcription in normal intestinal homeostasis. This is consistent with our own previous work in CRC, where we found that single gene ablation of CDK8 or CDK19 has minor effects on gene transcription and functional output. Intriguingly, CDK8/19 loss produced broad effects in the cancer state compared with normal tissue. While CDK8/19 ablation led to global loss of transcription and enhancer deposition (40), depletion of CDK8/19 in the normal intestine was marked by enhancer perturbation and transcriptional loss of only a distinct subset of lineage-specific genes. These results suggest divergent, yet kinase-dependent, functions for Mediator kinases in regulating transcription in the normal versus oncogenic states. We speculate that these differences may be attributed to cell type–specific functions of Mediator kinases or the fact that other studies have been performed using transformed cell lines. Intestinal epithelial cells are generally characterized by broadly permissive chromatin (10) combined with a set of unique active enhancers allowing the activity of cell lineage–specific TFs as essential determinants of intestinal cell lineage identities (57). We provide evidence that CDK8 and CDK19 act within this framework and are required to maintain the activity of super enhancers important for TFs regulating intestinal epithelial cell identity.

Our study provides a comprehensive phospho-proteomic analysis of Mediator kinase module interactors and potential phosphorylation substrates. Remarkably, 3 of the top 9 phosphorylated targets were SWI/SNF components, including ARID1A, a critical tumor suppressor gene (47, 58–60). Intriguingly, CDK8/19 ablation in the intestine phenocopies defects in secretory progenitor differentiation seen upon ARID1A loss in the intestine, although the phenotype of ARID1A-deficient mice is more severe with additional loss of intestinal stem cells (12). Curiously, while we identify a number of CDK8/19 kinase substrates that are consistent with a previous phospho-proteomic analysis in a CRC cell line (e.g., CHD4, MED12, MED13; ref. 44), the SWI/SNF components that we identified were only found in the context of the normal intestine. It is interesting to note that the cell line used in the previous study, HCT116 cells, harbors a SMARCA4 mutation (L1149P) predicted to compromise the SWI/SNF complex (45). This may explain the context-specific regulation of SWI/SNF by Mediator kinases in the normal intestine compared with the cancer state. Given the ubiquitous nature of both Mediator and SWI/SNF complexes, it will be of great interest to broaden our understanding of how Mediator kinases regulate SWI/SNF activity in other tissues as well.

Strikingly, we show that the MED12-Mediator complex interacts with most components of the SWI/SNF complex, suggestive of a broader association between Mediator and SWI/SNF complexes. Importantly, SWI/SNF enhancer occupancy was CDK8/19 dependent, as we observed a widespread reduction of ARID1A binding across the genome and particularly at MED1/12–defined enhancers after CDK8/19 loss. While the exact nature of these interactions remains to be determined, it is exciting to speculate that Mediator complex function may extend beyond its canonical role in transcription to control of higher-order chromatin accessibility via its ability to regulate SWI/SNF activity.

The mechanism of lineage specification in the intestinal tract requires the hierarchical activation of discrete transcriptional programs. Previous work has demonstrated that Notch inhibition, HES1 deletion, and overexpression of ATOH1 result in overabundance of secretory cells, while ATOH1 deletion leads to a loss of secretory cells (50, 54, 61–63). While the Notch pathway and its role in regulating ATOH1 via HES1 have been extensively studied, the cell-intrinsic mechanisms through which ATOH1 is expressed have remained elusive. Our work directly implicates Mediator kinases as cell-intrinsic regulators of enhancer-mediated ATOH1 transcription.

Importantly, pharmacological inhibition of Notch overcame CDK8/19–mediated ATOH1 suppression, highlighting that the Notch/HES1 pathway is still intact in the absence of CDK8/19. Consistent with this, previous reports show that deletion of either ATOH1 or ARID1A has a more drastic impact on the intestinal secretory cell compartment compared with CDK8/19 ablation (12, 50, 54). This highlights the diverse mechanisms that contribute to fine-tuning of the expression of ATOH1 and subsequent production of secretory cell types.

In our study, CDK8/19–depleted intestinal cells did not show significant changes in Wnt/β-catenin–mediated transcriptional output. Consistent with this, Wnt stimulation did not rescue the effects of CDK8/19 loss on secretory type differentiation. Hence, we propose that the requirement of CDK8/19 for secretory cell type differentiation is independent of the Wnt/β-catenin pathway. This contrasts with several previous studies, using genetic and pharmacological inhibitors, which have reported a direct role for CDK8/19 in mediating Wnt/β-catenin transcription in the context of CRC. Further studies comparing CDK8/19 activity in the normal and neoplastic intestine will be helpful to delineate the contextual differences of CDK8/19 activity in the gut. Taken together, these findings highlight the ability of signal-driven transcriptional effectors and chromatin-mediated regulators to act as molecular rheostats of intestinal secretory lineage specification.

### Limitations of the study.

Forced expression of ATOH1 from a constitutive promoter did not completely rescue the phenotype of CDK8/19–deficient organoids. While the incompleteness of the rescue effect may be related to technical challenges of expressing the appropriate amount of ATOH1 in the correct cell type, we also cannot rule out that CDK8/19–mediated secretory cell type differentiation may also involve ATOH1-independent mechanisms. Our study was conducted in intestinal epithelial cells, which enables us to place the function of Mediator kinases within the context of one of the most well-studied tissue homeostatic mechanisms. While our conclusions, with regard to SWI/SNF regulation, are broadly applicable to other tissue types, a proper analysis of Mediator kinase–SWI/SNF interaction in additional tissue systems would be important. Furthermore, while we show that the Mediator kinase module associates with SWI/SNF, it would be important to better understand whether these interactions occur in the context of the core Mediator complex or are independent of core Mediator function.

## Methods

A complete description of the methods is provided in Supplemental Methods.

### Data availability.

RNA-Seq and ChIP-Seq data were deposited in the NCBI’s Gene Expression Omnibus database (GEO GSE191124). Mass spectrometry proteomics data generated in this study were deposited in ProteomeXchange via the PRIDE (https://www.ebi.ac.uk/pride/) partner repository with the data set identifiers PXD030212 and PXD030256. This paper does not report original code.

### Statistics.

Data shown in column graphs represent the mean ± SEM, as indicated in the figure legends. To determine the group size necessary for adequate statistical power, power analysis was performed using preliminary data sets. When data fulfilled the criteria for Gaussian distribution, unpaired 2-tailed Student’s *t* test was performed; otherwise the nonparametric Mann-Whitney test was chosen. Significance of cell signatures within gene clusters was calculated with Fisher’s exact test followed by Bonferroni’s correction for *P* value multiple testing correction. *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.005; ****P ≤ 0.001. Statistical analysis was performed with Prism 9 (GraphPad) or Excel (Microsoft) software.

### Study approval.

Human samples were obtained from patients undergoing surgery at Monash Health with written informed consent and under approved ethics (Victorian Pancreatic Cancer Biobank, HREC/15/MonH/117, Monash Health). All animal work was conducted in accordance with the National Health and Medical Research Council and Monash Animal Research Platform guidelines. All procedures were approved by the Monash Medical Centre Animal Ethics Committee under license MMCA/2017/04, Monash University.

## Author contributions

MVD and RF conceived the study, performed experiments, analyzed the data, and wrote the manuscript. DZ designed and performed experiments and analyzed the data. HKC, MP, ML, SK, TGB, DS, and MS performed and analyzed experiments. MVD and DZ performed animal experiments. XS and HG performed bioinformatics analysis. ML and MS performed qPCRs and evaluated cell lineages on tissue sections. TCCLKS, PF, and RJD performed proteomics analysis. DC provided human small intestinal tissues. All authors approved the manuscript. MVD and DZ share co–first authorship due to their sizeable contributions. The order of first authors was decided based on MVD’s role in coordinating the work of the team and on the length of involvement in the study.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supplemental table 4

Supplemental table 5

Supplemental table 6

Supplemental table 7

## Figures and Tables

**Figure 1:**
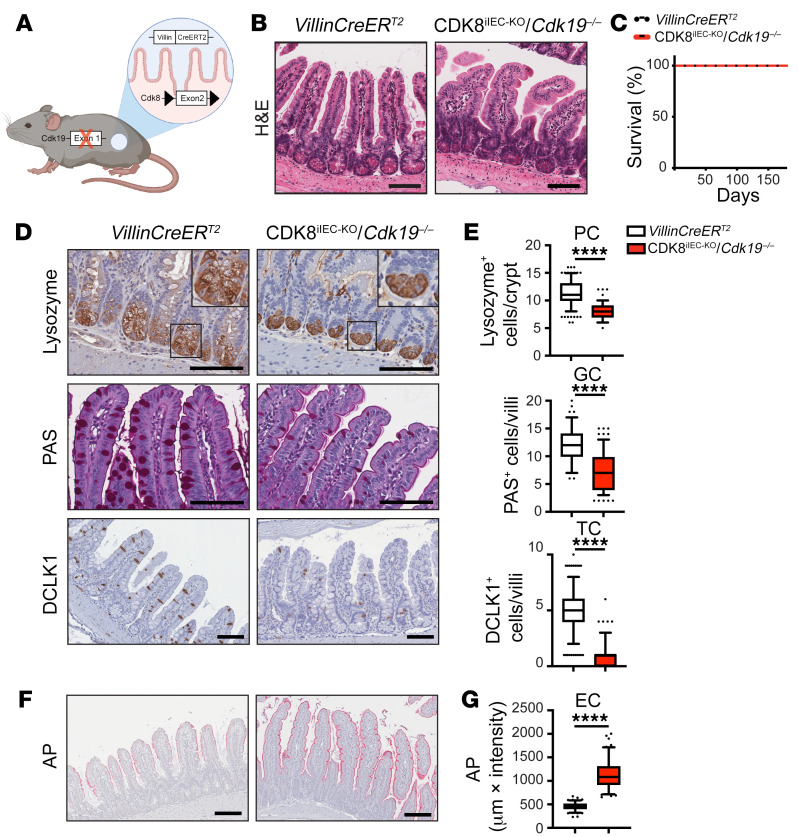
Deletion of CDK8/19 leads to defects in intestinal differentiation. (**A**) Schematic depicting the genetic mouse model used in this study. (**B**) H&E-stained ileal sections from mice with the indicated genotypes 3 weeks after tamoxifen injections (*VillinCreER^T2^*, *n =* 4; CDK8^iIEC-KO^/*Cdk19^–/–^*, *n =* 4). Scale bars: 100 μm. (**C**) Kaplan-Meier survival curve for tamoxifen-injected *VillinCreER^T2^* (*n =* 5) and CDK8^iIEC-KO^/*Cdk19^–/–^* mice (*n =* 5). Time after injection is indicated. (**D**) IHC for lysozyme, DCLK1, and periodic acid–Schiff (PAS) staining on ileal sections from *VillinCreER^T2^* (*n =* 4) and CDK8^iIEC-KO^/*Cdk19^–/–^* mice (*n =* 4) 3 weeks after tamoxifen injections. Rectangles show magnified inserts. Scale bars: 100 μm. (**E**) Quantification of images from **D**. Lysozyme IHC for *VillinCreER^T2^* (*n =* 4 mice, *n =* 200 crypts) and CDK8^iIEC-KO^/*Cdk19^–/–^* mice (*n =* 4 mice, *n =* 114 crypts); PAS staining for *VillinCreER^T2^* (*n =* 4 mice, *n =* 152 villi) and CDK8^iIEC-KO^/*Cdk19^–/–^* mice (*n =* 4 mice, *n =* 190 villi); and DCLK1 IHC for *VillinCreER^T2^* (*n =* 4 mice, *n =* 375 villi) and CDK8^iIEC-KO^/*Cdk19^–/–^* mice (*n =* 4 mice, *n =* 430 villi). Mann-Whitney test (Lyz, PAS, DCLK1). PC, Paneth cells; GC, goblet cells; TC, tuft cells. (**F**) Alkaline phosphatase (AP) staining on ileal sections from *VillinCreER^T2^* (*n =* 4) and CDK8^iIEC-KO^/*Cdk19^–/–^* mice (*n =* 4) 3 weeks after tamoxifen injections. Rectangles show magnified inserts. Scale bars: 100 μm. (**G**) Quantification of AP staining for *VillinCreER^T2^* (*n =* 4 mice, *n =* 152 villi) and CDK8^iIEC-KO^/*Cdk19^–/–^* mice (*n =* 4 mice, *n =* 190 villi). Unpaired 2-tailed *t* test. EC, enterocyte cells. For box-and-whisker plots, boxes depict 25th–75th percentile, whiskers show 5th–95th percentile, and points show outliers. ****P ≤ 0.001.

**Figure 2:**
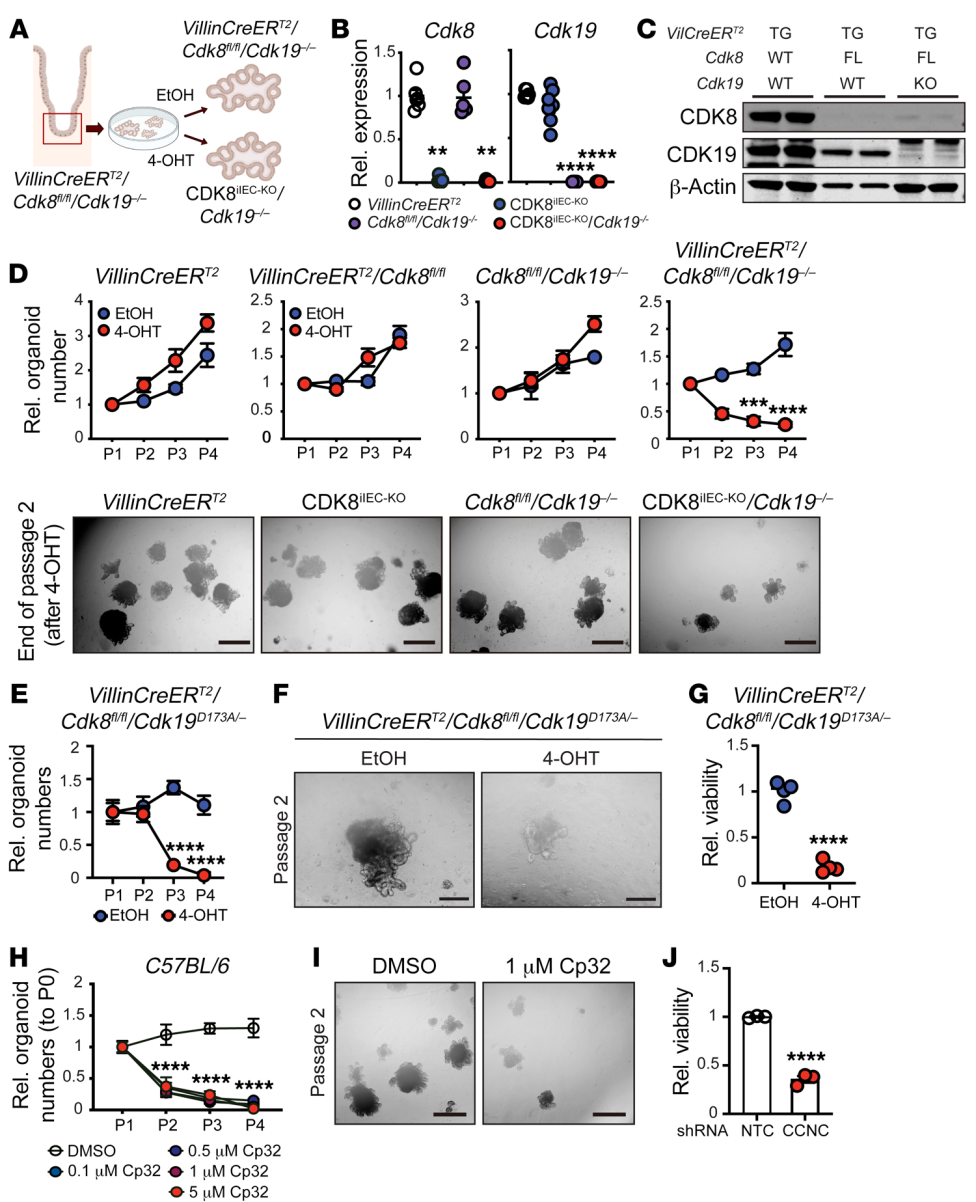
CDK8/19 kinase activity is necessary for intestinal epithelial cell intrinsic growth and differentiation. (**A**) Schematic representation of the genetic small intestinal organoid model. (**B**) qRT-PCR analysis of *Cdk8* and *Cdk19* gene expression from small intestinal organoids with the indicated genotypes 1 week after tamoxifen treatment. Representative data from 2 independent experiments. Holm-Šidák multiple-comparison test. (**C**) Immunoblot of small intestinal organoids from *VillinCreER^T2^*, *VillinCreER^T2^*/*Cdk8^fl/fl^*, and *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^–/–^* mice 1 week after 4-OHT treatment for 24 hours. (**D**) Top: Relative organoid numbers (to P1) of lines with the indicated genotypes for 4 passages after treatment with EtOH or 4-OHT. Bottom: Representative images of *VillinCreER^T2^*, CDK8^iIEC-KO^, *Cdk8^fl/fl^*/*Cdk19^–/–^*, and CDK8^iIEC-KO^/*Cdk19^–/–^* organoids at the end of passage 2 after 4-OHT treatment. Representative data from 3 independent experiments. Two-way ANOVA test (Šidák’s multiple-comparison test). Scale bars: 500 μm. (**E**) Relative numbers of EtOH- and 4-OHT–treated *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^D173A/–^* organoids for 4 passages. Representative data from 3 independent experiments. Unpaired 2-tailed *t* test. (**F**) Representative images of *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^D173A/–^* organoids at the end of passage 2 after treatment with EtOH or 4-OHT. Scale bars: 200 μm. (**G**) *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^D173A/–^* organoid viability at passage 2 after EtOH and 4-OHT treatment measured with alamarBlue HS (Thermo Fisher Scientific). Representative of 3 independent experiments. Unpaired 2-tailed *t* test. (**H**) Relative organoid numbers of intestinal organoids (C57BL/6 WT) treated with the indicated concentrations of Cp32 for 4 passages. Representative data from 3 independent experiments. Ordinary 1-way ANOVA. (**I**) Representative images of C57BL/6 small intestinal organoids treated with DMSO or 1 μM Cp32 at the end of passage 2. Scale bars: 500 μm. (**J**) Bar graph shows human small intestinal organoid viability (alamarBlue HS) 96 hours after transduction with shRNA targeting *CCNC* or nontargeting control. Unpaired 2-tailed *t* test. Data represent mean ± SEM. **P ≤ 0.01, ***P ≤ 0.005, ****P ≤ 0.001.

**Figure 3:**
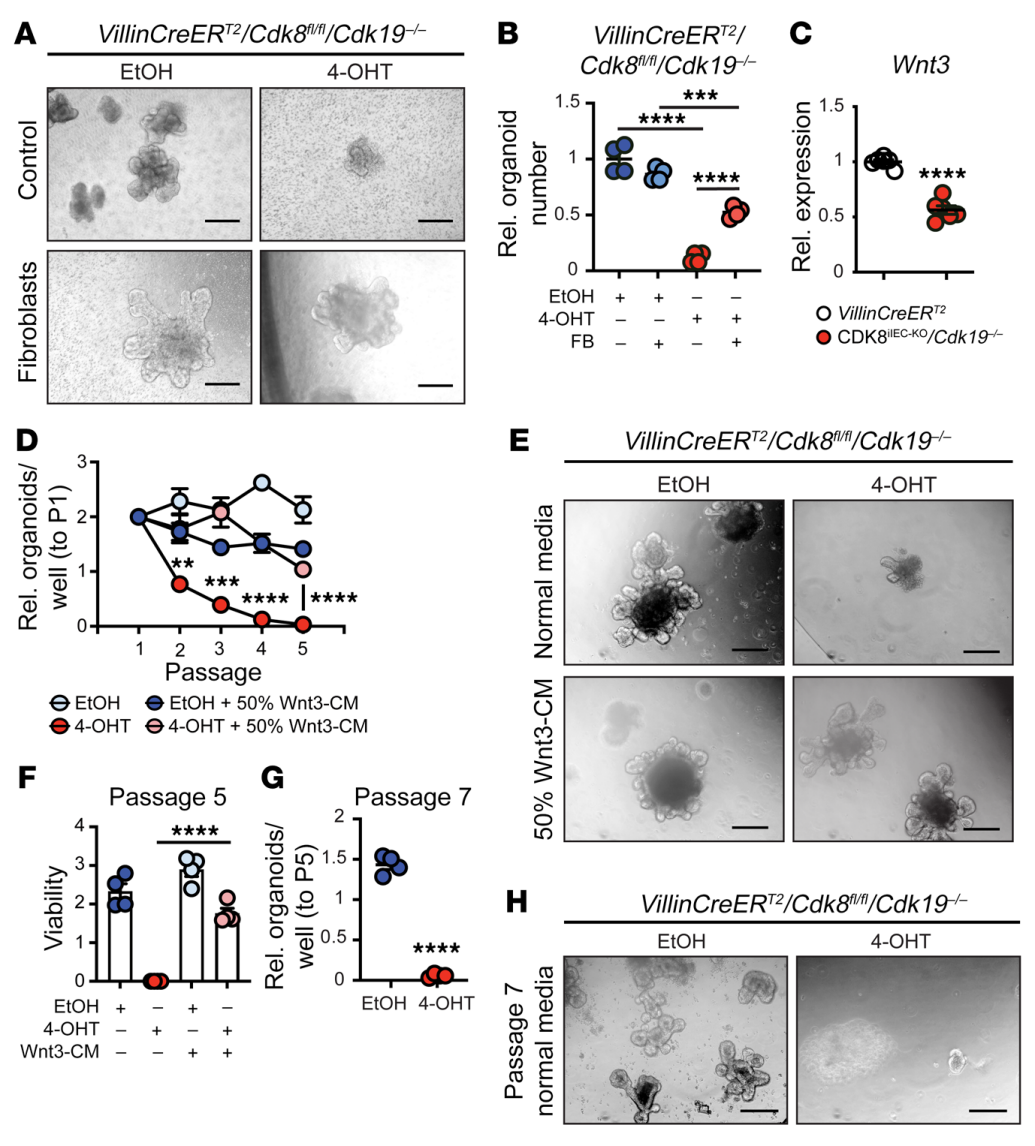
The Mediator kinase–dependent intestinal organoid growth defect is rescued by the intestinal niche and in a Wnt3-dependent manner. (**A** and **B**) Representative images (**A**) and relative organoid numbers (**B**) of EtOH- and 4-OHT–treated *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^–/–^* intestinal organoids cultured in the presence or absence of primary murine fibroblasts (FB). Ordinary 1-way ANOVA with Tukey’s multiple-comparison test. Scale bars: 200 μm. (**C**) qRT-PCR analysis of *Wnt3* expression in *VillinCreER^T2^* and *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^–/–^* organoids 1 week after 4-OHT treatment. Unpaired 2-tailed *t* test. Color-coded mouse genotypes are indicated below. (**D**) *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^–/–^* intestinal organoid numbers relative to passage 1 organoids treated with the indicated conditions. Unpaired 2-tailed *t* test. (**E** and **F**) Representative images (**E**) and viability (**F**) of *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^–/–^* organoids treated with EtOH or 4-OHT cultured in normal medium or 50% Wnt3-conditioned medium (CM) at the end of passage 2 after 4-OHT treatment. Holm-Šidák multiple-comparison test. Scale bars: 200 μm. (**G** and **H**) Proliferation (**G**) and representative images (**H**) of *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^–/–^* organoids at passage 7 after EtOH or 4-OHT and 2 passages after removal of Wnt3-CM. Unpaired 2-tailed *t* test. Scale bars: 200 μm. Data represent mean ± SEM. **P ≤ 0.01, ***P ≤ 0.005, ****P ≤ 0.001.

**Figure 4:**
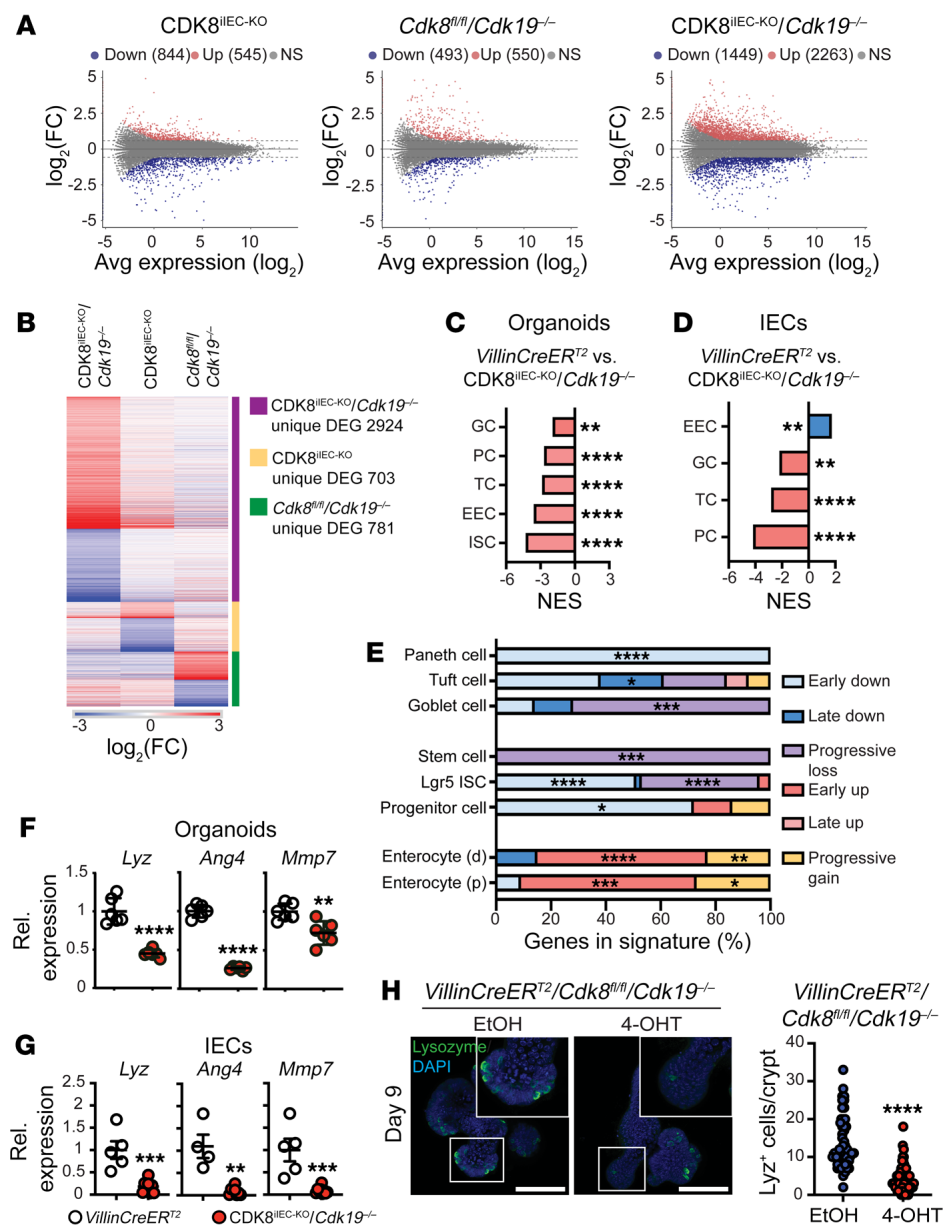
Deletion of CDK8/19 blocks secretory progenitor cell differentiation. (**A**) MA plots show differentially expressed genes in CDK8^iIEC-KO^ and CDK8^iIEC-KO^/*Cdk19^–/–^* intestinal organoids (vs. *VillinCreER^T2^*) and *Cdk8^fl/fl^*/*Cdk19^–/–^* organoids (vs. C57BL/6) 7 days after 4-OHT treatment. NS, not significant. (**B**) Heatmap depicts unique differentially expressed genes (DEGs) in organoids with the indicated genotypes 7 days after 4-OHT treatment. (**C**) GSEA for intestinal cell lineages shows normalized enrichment score (NES) comparing *VillinCreER^T2^* and CDK8^iIEC-KO^/*Cdk19^–/–^* organoids. GC, goblet cells; PC, Paneth cells; TC, tuft cells; EEC, enteroendocrine cells; ISC, intestinal stem cells. (**D**) GSEA for intestinal cell lineages shows NES comparing *VillinCreER^T2^* and CDK8^iIEC-KO^/*Cdk19^–/–^* small intestinal IECs. (**E**) Intestinal cell lineage signature and gene expression cluster analysis in 4-OHT–treated *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^–/–^* organoids compared with EtOH controls at days 3, 5, 7, and 10 after treatment. Fisher’s exact test with Bonferroni correction. (**F** and **G**) qRT-PCR analysis of the indicated Paneth cell marker expression in intestinal organoids 7 days after 4-OHT treatment (**F**) and small intestinal IECs from mice (**G**). Mouse genotypes are color-coded and indicated below **G**. Unpaired 2-tailed *t* test and Mann-Whitney test. (**H**) Immunofluorescent staining and quantification of lysozyme in *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^–/–^* organoids 9 days after EtOH and 4-OHT treatment. EtOH, *n =* 52 crypts; 4-OHT, *n =* 65 crypts. Scale bars: 50 μm. Mann-Whitney test. Data represent mean ± SEM. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.005, ****P ≤ 0.001.

**Figure 5:**
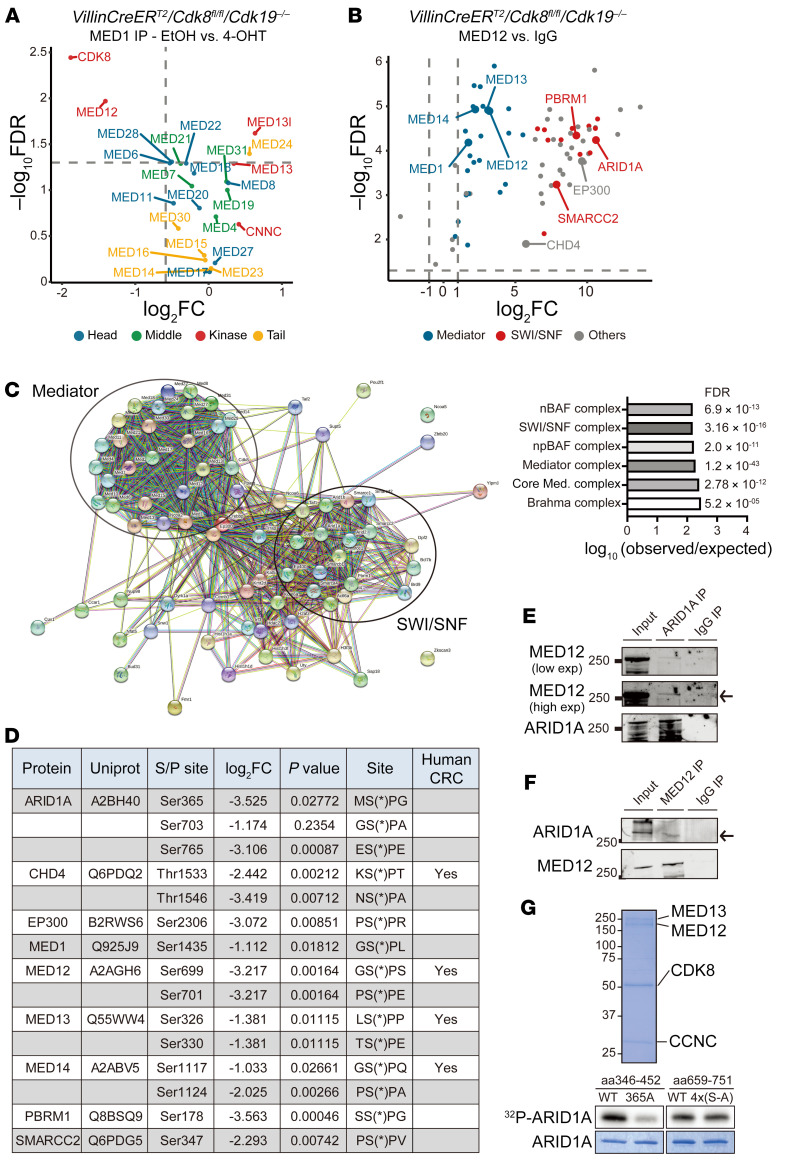
Phospho-proteomic analysis of MED12-Mediator identifies interactions with the SWI/SNF complex. (**A**) Quantitative proteomics (liquid chromatography–tandem mass spectrometry [LC-MS/MS]) after isobaric labeling of MED1-coimmunoprecipitated proteins in *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^–/–^* intestinal organoids 7 days after EtOH and 4-OHT treatment. Components of the Mediator complex are color-coded as indicated. (**B**) Quantitative proteomics (LC-MS/MS) after isobaric labeling of MED12-coimmunoprecipitated proteins in *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^–/–^* intestinal organoids. Mediator and SWI/SNF complex components are colored as indicated. (**C**) STRING analysis of MED12 interaction partners in EtOH-treated *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^–/–^* organoids and STRING cellular components (Gene Ontology) enrichment analysis. (**D**) Inset table shows identified phosphorylation sites reduced in 4-OHT–treated *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^–/–^* organoids compared with EtOH-treated controls 5 days after treatment (log_2_FC < –1, FDR < 0.05). (**E**) Coimmunoprecipitation (co-IP) assay in *VillinCreER^T2^* intestinal organoids. Immunoprecipitation antibody is ARID1A or IgG control; Western blot antibodies are MED12 and ARID1A. Arrow indicates coimmunoprecipitated protein. (**F**) Co-IP assay in *VillinCreER^T2^* intestinal organoids. Immunoprecipitation antibody is MED12 or IgG control; Western blot antibodies are MED12 and ARID1A. Arrow indicates coimmunoprecipitated protein. (**G**) Coomassie blue–stained gel shows reconstituted CDK8, MED12, and CCNC. Blot shows ^32^P-labeled protein in the presence of the kinase complex as indicated. 4x(S-A), ARID1A fragment (aa 659–751) containing S-to-A mutations on Ser696, Ser699, Ser703, and Ser716.

**Figure 6:**
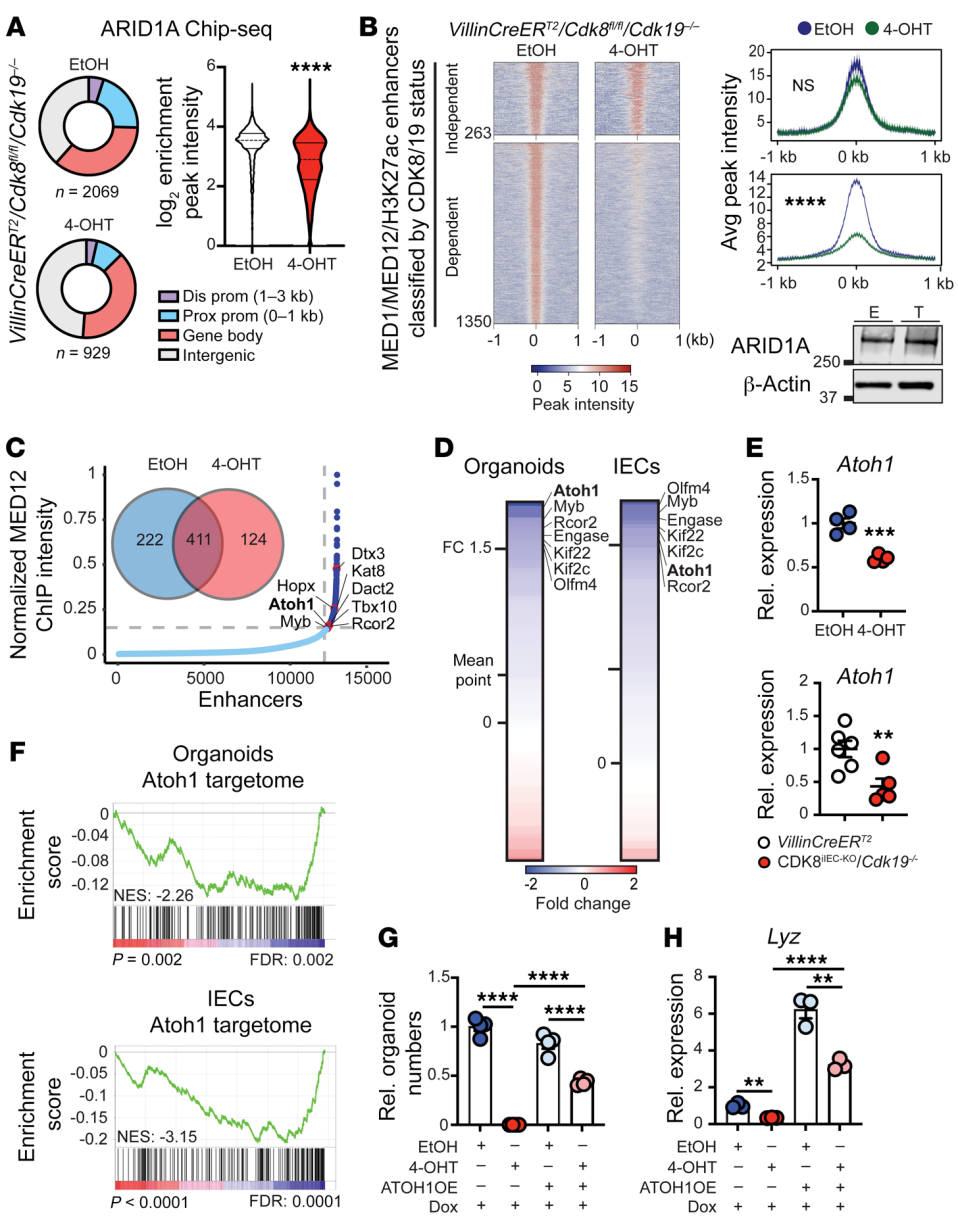
Integrated genomic-transcriptomic profiling identifies lineage-specifying transcription factors directly regulated by Mediator kinase. (**A**) Pie chart showing ARID1A binding distribution and violin plot for ARID1A peak intensity in *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^–/–^* organoids 7 days after EtOH or 4-OHT treatment. Total number of peaks for each condition is indicated. Mann-Whitney test. (**B**) Heatmap for ARID1A binding regions and average ChIP peak intensity plots at MED1/MED12/H3K27ac enhancers in EtOH- and 4-OHT–treated *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^–/–^* organoids. Immunoblot for total ARID1A protein in *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^–/–^* organoids 7 days after EtOH (E) or 4-OHT (T) treatment. (**C**) Hockey stick plot showing MED12-associated enhancers and super-enhancers and Venn diagram of super-enhancers in EtOH- and 4-OHT–treated *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^–/–^* organoids. (**D**) Gene expression as fold change of genes associated with MED1/MED12-associated super-enhancers lost after ablation of CDK8/19. Mean point represents average fold change across all MED1/MED12-associated SE-associated genes. (**E**) qRT-PCR for *Atoh1* in *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^–/–^* organoids 7 days after EtOH and 4-OHT treatment and IECs with the indicated genotypes. Unpaired 2-tailed *t* test. (**F**) GSEA for small intestinal ATOH1 target genes in *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^–/–^* organoids 7 days after EtOH and 4-OHT treatment and IECs with the indicated genotypes. (**G**) Relative organoid numbers at passage 3 after EtOH and 4-OHT treatment of parental *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^–/–^* organoids and *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^–/–^* organoids containing a doxycycline-inducible (Dox-inducible) ATOH1 overexpression construct after Dox pulsing for 24 hours following 48 hours in the absence of Dox. Representative data from 3 independent experiments. ATOH1OE, ATOH1 overexpression construct. One-way ANOVA with Tukey’s multiple-comparison test. (**H**) qRT-PCR for *Lyz* after Dox pulsing for 24 hours followed by 48 hours without Dox of EtOH- and 4-OHT–treated parental and ATOH1-overexpression *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^–/–^* organoids. Representative data from 2 independent experiments. ATOH1OE, ATOH1 overexpression construct. One-way ANOVA with Tukey’s multiple-comparison test. Data represent mean ± SEM. **P ≤ 0.01, ***P ≤ 0.005, ****P ≤ 0.001.

**Figure 7:**
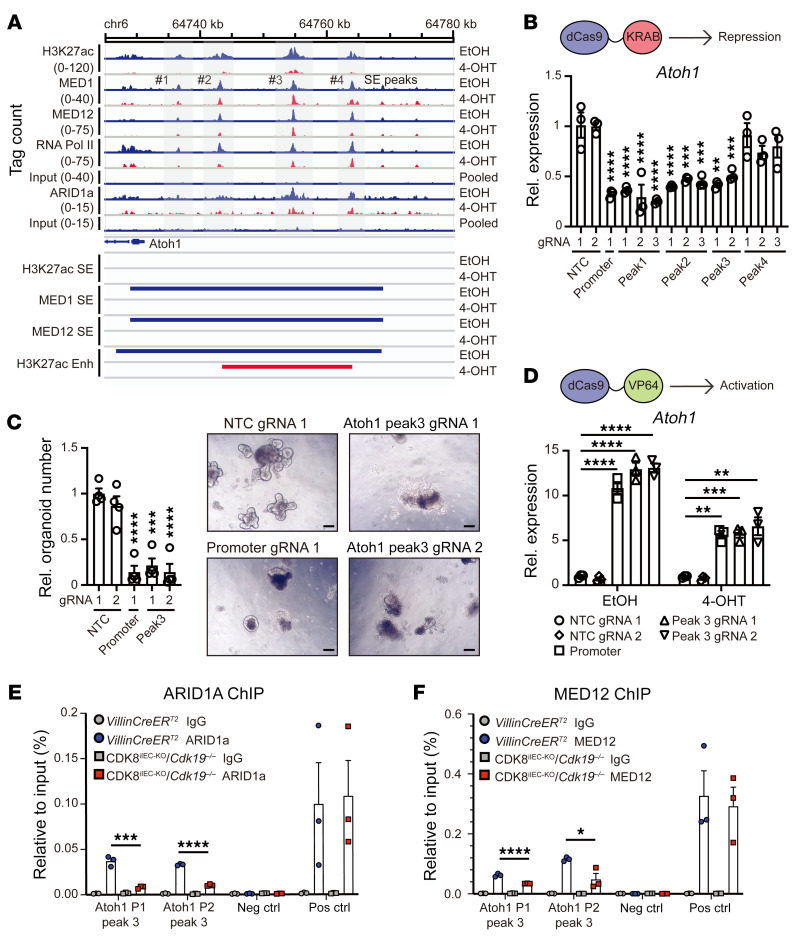
Genomic mapping of a Mediator/SWI-SNF–co-defined enhancer element critical for secretory cell lineage specification. (**A**) Genome tracks for H3K27ac, MED1, MED12, ARID1A, and RNA polymerase II (RNA Pol II) ChIP-Seq signals in the vicinity of the *Atoh1* locus in *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^–/–^* organoids 7 days after EtOH or 4-OHT treatment. Pooled input is shown as a control. Locations of the 4 super-enhancer defined peaks are marked. Gray-shaded areas depict ATOH1-associated super-enhancer peaks. (**B**) *Atoh1* qRT-PCR in C57BL/6 small intestinal organoids harboring nuclease-dead dCas9-KRAB and transduced with the indicated guide RNAs (gRNAs). gRNA-targeted regions are marked as NTC, nontargeting control; Peaks 1–4, the Atoh1 super-enhancer peaks shown in **A** above. One-way ANOVA with Dunnett’s multiple-comparison test. (**C**) Bar plot shows organoid number of C57BL/6 organoids expressing dCas9-KRAB transduced with gRNAs targeting the indicated regions (Peak 3, Atoh1 super-enhancer peak 3). Images show organoids from the indicated conditions. One-way ANOVA with Dunnett’s multiple-comparison test. Scale bars: 100 μm. (**D**) *Atoh1* qRT-PCR in *VillinCreER^T2^*/*Cdk8^fl/fl^*/*Cdk19^–/–^* organoids expressing dCas9-VP64 72 hours after transduction with gRNAs targeting ATOH1 promoter, ATOH1 super-enhancer peak 3, and NTC control. Representative data from 3 independent experiments. One-way ANOVA with Dunnett’s multiple-comparison test. (**E**) ChIP-qPCR for Atoh1 super-enhancer peak 3 after ARID1A or IgG immunoprecipitation in primary IECs from *VillinCreER^T2^* and CDK8^iIEC-KO^/*Cdk19^–/–^* mice 21 days after the first tamoxifen injection. P1, primer 1; P2, primer 2; Peak 3, Atoh1 super-enhancer peak 3. (**F**) ChIP-qPCR for *Atoh1* super-enhancer peak 3 after MED12 or IgG immunoprecipitation in primary IECs from *VillinCreER^T2^* and CDK8^iIEC-KO^/*Cdk19^–/–^* mice 21 days after the first tamoxifen injection. Data represent mean ± SEM. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.005, ****P ≤ 0.001.

How the deposited data were processed for this re-analysis (not part of the article)

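RNA-Seq libraries of mouse intestinal organoids and intestinal epithelial cells (IECs) were analysed from 4 tables of counts, with 57 libraries in 19 groups of 3. They comprise 5 groups of organoids 7 days after 4-OHT (*VillinCreER T2*, C57BL/6, CDK8 iIEC-KO, *Cdk8 fl/fl*/*Cdk19-/-* and CDK8 iIEC-KO/*Cdk19-/-*) and IECs of *VillinCreER T2* and CDK8 iIEC-KO/*Cdk19-/-* mice. They also comprise a time course of the line *VillinCreER T2*/*Cdk8 fl/fl*/*Cdk19-/-* with EtOH or 4-OHT at 3, 5, 7 and 10 days, the same line in *Wnt3*-CM, and CDK8 iIEC-KO/*Cdk19 D173A/-* organoids with EtOH or 4-OHT. The columns of the last carry no genotype and were assigned by elimination, as the only other line with an EtOH group, and those of *Wnt3*-CM by their names. According to the authors' labels, poly-A RNA was sequenced with 100 bp paired-end reads. The values are raw counts of reads per gene, as deposited by the authors without normalization, and the tables hold whole numbers with one column per library and keep genes at 0 in every library. The readable files do not state the aligner, the counting tool, the strandedness or the genome build. Of the 54752 Ensembl gene identifiers in the tables, 53861 occur in GENCODE vM21, which holds 55450, so gene positions are given on GRCm38 from that release.

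Totals ran from 15485959 to 32909565 counts per library. Each table was analysed by itself, with edgeR 4.0.16 in R 4.3.3, using filterByExpr with the groups, TMM factors, robust dispersions and the robust quasi-likelihood F test. The 5 organoid groups were fitted together, as were the 8 groups of the time course, while the IEC, *Wnt3*-CM and CDK8 iIEC-KO/*Cdk19 D173A/-* libraries were fitted as pairs of groups. Genes counted as DEGs had a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5, the cutoffs of the paper. The adjusted p of a gene comes from edgeR unless another tool is named. Standard errors are the log2 fold change divided by the root of F, and CPM values use TMM-scaled library sizes with the SD between libraries. Interactions were contrasts within a fit, or within a joint fit of 12 libraries where the *Wnt3*-CM or CDK8 iIEC-KO/*Cdk19 D173A/-* responses were set against the time course. A gene at or under 3 counts in every library of a group was given as a lower bound of its fold. The largest rises and falls were ranked by edgeR's fitted log2 fold change, which can lie beyond this bound. The text names the genes that the paper names in its RNA-Seq results and in Figure 6, C and D, genes of reported lists, and in each comparison genes from the 3 largest rises and falls among DEGs averaging at least 50 counts in the higher group, a rule fixed before the data were examined.

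The gene signatures of the study are not among its readable files, so 15 short lists of marker genes, fixed before the data were examined, took their place. The tested lists are Paneth, goblet, tuft, enteroendocrine, stem cell, proliferation, enterocyte, genes that depend on ATOH1, and the Wnt pathway. They were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation between genes of 0.01, with adjusted p-values over the 9 lists of a comparison. Lists of immune, mesenchyme and pancreas genes, of proximal and distal small intestine and of sex-linked genes served to describe the samples and were not tested.

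The alternatives, also fixed before the data were examined, were no filter on low counts, at least 10 counts in every library, upper quartile normalization, limma-voom, DESeq2 1.42.0, the replicate number as a block, only the groups compared, leaving out chromosomes X and Y, the mean of both control lines as the control, and each library left out in turn. For the lists they were fry and camera with an estimated correlation. The labels number the replicates but do not say that equal numbers share a mouse, a culture or a batch, and equal numbers did not go together in the counts. With each group's mean removed, the lowest correlation between libraries of equal number was under the threshold of 0.1 in every comparison that has numbers, so the block stayed an alternative. No paired analysis was run for *Wnt3*-CM, for CDK8 iIEC-KO/*Cdk19 D173A/-* organoids and for the joint fits, because the numbers in their column names were not tied to the replicates of the labels. The 6 IEC columns of the kinase-dead genotype carry a letter that the labels do not explain, so that planned comparison was left out.

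The methods were tested on simulated data in which 200 of the genes changed by 1.5 on the log2 scale. With 15 libraries, edgeR recovered 100% of them and 0.990% of its calls were false. With 6 IEC libraries, it recovered 76.5% with 8.38% false, and with 6 *Wnt3*-CM libraries 99.5% with 1.97% false. With nothing changed in the 6 *Wnt3*-CM libraries, 0 of 13592 genes were called, and 0 genes were called in 5 simulations of unchanged CDK8 iIEC-KO and CDK8 iIEC-KO/*Cdk19-/-* organoids against a simulated *VillinCreER T2* group. The IEC, time course and CDK8 iIEC-KO/*Cdk19 D173A/-* fits were not tested in this way. A simulated change in Paneth genes was found by camera and fry, with 0 other lists past the threshold. No 2 replicate columns were identical among 57 pairs of replicates.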

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

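The tests of sex, of pancreatic RNA and of upper quartile normalization in this part were chosen only after the result was seen, and the others before it. With 3 libraries per group, no library was tested for standing apart from its group.

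The response to 4-OHT in the time course differed between days 5 and 3, with 3120 genes past both cutoffs in the contrast of the days. The change from day 3 to day 5 was -1.28 for *Lyz1*, -0.88 for *Atoh1*, -1.76 for *Wnt3* and -1.35 for *Olfm4*, as log2 fold changes. Unequal depth does not account for the count, since 3088 genes passed after every library was thinned to the smallest total, 3007 of them among the 3120. Across the alternatives other than leaving out a library, the count ran from 2585 to 3180. Of 25 random regroupings of the libraries, the actual one included, 1 gave as many genes, and the largest of the others gave 2560, so other arrangements of these libraries also give large counts. For the early down and early up clusters it was 1 of 25 each, with at most 304 and 354 genes in the others. The libraries of day 3 and day 5 were not shown to share a sequencing batch, and such a difference cancels within a day only if it is the same for both treatments. Time after deletion is a biological explanation that the design names, and it remains a hypothesis.

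In *Wnt3*-CM the response to 4-OHT differed from that at day 10 in standard medium for 1911 genes, and for *Olfm4* by 1.14. The stem cell list differed with an adjusted p of 2.36e-06 from camera (median 0.55, 13 of 16 genes higher), the proliferation list with 6.53e-11 (median 0.83, 15 of 15 higher) and the tuft list with 0.0122 (median -1.00, 11 of 13 lower). These calls held under fry, and with an estimated correlation each list had an adjusted p of 0.0715. After thinning to equal depth, 1905 genes passed, 1865 of them among the 1911, and the lists had adjusted p-values of 2.92e-06, 7.08e-11 and 0.0122. With upper quartile normalization they were 4.78e-06, 6.70e-10 and 0.00629. In a camera test on the z-scores of the genes with a known length, removing the trend over transcript length and GC content took the adjusted p of the stem cell list from 2.46e-06 to 6.67e-06 and that of the proliferation list from 1.97e-13 to 2.43e-13. Depth, normalization and this trend are therefore not the whole cause for those lists. For the tuft list the length and GC content correction gave 0.616, but this form of the test gave 0.641 before it, so a trend over length or GC content cannot be told apart from another cause. With at least 10 counts required in every library, the tuft list had an adjusted p of 0.648 in the opposite direction. That filter drops tuft genes that fell under 10 counts, so it does not test the same genes. In 1 of 25 regroupings, the actual one, the count was as large, with at most 201 genes in the others. The media belong to separate sets of libraries, so the effect of the medium cannot be told apart from a difference between the sets that acts on one treatment alone.

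Between CDK8 iIEC-KO/*Cdk19 D173A/-* organoids and the time course at day 7, the responses to 4-OHT differed for 1743 genes, by 2.51 for *Lyz1* and by 0.70 for *Atoh1*. The Paneth genes *Ang4* and *Mmp7* differed the other way, by -1.02 and -1.03 (adjusted p of 0.00110 and 0.000332 from edgeR), with the larger fall in the kinase-dead organoids. The proliferation list differed with an adjusted p of 0.00568 (median 0.44, 15 of 15 genes higher), while fry gave 0.128. After thinning, 1678 genes passed, 1589 of them among the 1743, and the list had an adjusted p of 0.00600. With upper quartile normalization it was 0.00663. In the camera test on z-scores, the length and GC content correction took it from 0.00201 to 0.00312. These values speak against depth, normalization and this trend as the whole cause. Just 1 of 25 regroupings, the actual one, gave as many genes, with at most 36 in the others. For *Lyz1* in CDK8 iIEC-KO/*Cdk19 D173A/-* organoids, the change of *Lyz2* was 0.0232% of that of *Lyz1* in CPM, which excludes reads shared with *Lyz2*, and with upper quartile normalization the log2 fold change of *Lyz1* was 0.84. The kinase-dead protein is a biological explanation given by the design, but line, set of libraries and genotype go together here and cannot be separated.

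In the same CDK8 iIEC-KO/*Cdk19 D173A/-* organoids, 24 genes were at or under 3 counts in every library of one treatment and averaged at least 50 counts in the other, on 16 chromosomes, 21 of them off with EtOH and 3 off with 4-OHT. There were 0 such genes at days 3, 5, 7 and 10 of the time course and 7 in *Wnt3*-CM. Between unlike organoid lines there were 7 in CDK8 iIEC-KO, 17 in *Cdk8 fl/fl*/*Cdk19-/-* and 12 in CDK8 iIEC-KO/*Cdk19-/-* organoids, each count including 4 sex-linked genes. A candidate explanation for the 24 genes is that the EtOH and 4-OHT libraries come from unlike lines or clones. Switches of this kind were absent from the time course and numbered 7 in the same line in *Wnt3*-CM. Kinase-dead CDK19 is present with both treatments, so this comparison cannot show its effect. An effect of CDK8 loss on these genes stays open. If the libraries are of unlike lines or clones, that difference would also be part of the *Lyz1*, *Atoh1* and marker list results in these organoids.

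Genes of other cells were higher in CDK8 iIEC-KO/*Cdk19-/-* than in *VillinCreER T2* IECs. The median log2 fold change was 1.47 for the immune list (15 of 15 genes higher), 1.42 for the mesenchyme list (11 of 11) and 3.84 for the pancreas list (9 of 10). Past both cutoffs were 0 genes of each list, and 8, 2 and 9 had an unadjusted p under 0.05, while adjusted over the list alone 0, 0 and 9 passed. Of these lists, 2 of 15, 2 of 11 and 2 of 11 genes exceed 1 CPM in organoids, and 0 genes belong to another list. Of the 98 genes higher in CDK8 iIEC-KO/*Cdk19-/-* IECs, 36.7% were below 1 CPM in all 39 libraries of the 5 organoid groups and the time course. The *Wnt3*-CM and CDK8 iIEC-KO/*Cdk19 D173A/-* organoids were not included. The share was 3.08% for the 130 lower genes and 9.78% for the other genes, so cells of other types in the IEC preparations may account for part of the higher genes. *Lyz2* was at 655, 226 and 252 CPM in CDK8 iIEC-KO/*Cdk19-/-* and at 2.62, 378 and 25.4 CPM in *VillinCreER T2* libraries, and *Col3a1* at 252, 181 and 115 against 1.67, 268 and 10.5 CPM. Among pancreas genes other than *Clps*, 9 of 10 had a CDK8 iIEC-KO/*Cdk19-/-* mean above 1 CPM and above every *VillinCreER T2* library, for example *Ctrb1* at 17.9, 28.1 and 2.29 against 0.335, 2.44 and 0.164 CPM. Pancreatic RNA is a candidate source, but *Clps* was at 40.2, 31.4 and 42.8 CPM against 94.7, 48.0 and 49.4 CPM, and *Amy2a5* averaged 0.0163 CPM, which a whole set of pancreatic transcripts does not explain. An infiltration of the knockout tissue, which the design allows, was not tested.

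All 5 sex-linked genes tested passed the cutoffs in each of the 3 comparisons of knockout and control organoids, and 0 of the 4 tested did within the time course line at any day, where 0, 2, 2 and 0 had an unadjusted p under 0.05 at days 3, 5, 7 and 10. The control lines express *Xist* without Y-linked genes and the knockout lines the reverse. Organoid lines of different sex may therefore account for all 5 genes.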

How the results depend on the processing

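The alternatives were fixed before the data were examined. Of 178 results for named genes, 138 kept their direction and their side of the cutoffs under every alternative run, as did 8 of 61 list results; 13 of 19 counts stayed within 1.5 times their value. Over all alternatives, the values for genes were the same 2164 times, weaker 66, stronger 32 and reversed 26 times. Those for lists were the same 762 times, weaker 56, stronger 8 and reversed 11 times, and for lists not discussed at a claim 215, 17, 0 and 5 times. Unless stated, the cause of a change was not tested.

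Requiring at least 10 counts in every library, which tests fewer genes, gave 476 DEGs in *Cdk8 fl/fl*/*Cdk19-/-* organoids, 192 found only there, 1303 at day 5, and 276 early down and 456 early up genes. The adjusted p of the tuft list was then 0.0578 in CDK8 iIEC-KO/*Cdk19-/-* organoids, 0.746, 0.524 and 0.326 at days 5, 7 and 10, 0.953 in *Wnt3*-CM, 0.213 at day 3 and 0.648 in the contrast of media, the last 2 reversed. The filter drops genes that fell under 10 counts, such as *Pou2f3* in CDK8 iIEC-KO/*Cdk19-/-* organoids and in *Wnt3*-CM, so it cannot test their fall. The enterocyte list had 0.0641 in IECs and 0.950, reversed, at day 5, and the Wnt pathway list passed in IECs with 0.0262. *Kif22* reversed in CDK8 iIEC-KO/*Cdk19-/-* organoids to 0.0096 and *Hes1* in IECs to 0.00048.

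With upper quartile normalization, *Cdk19* (0.031), *Kif22* (0.046) and *Kif2c* (0.017) reversed in CDK8 iIEC-KO/*Cdk19-/-* organoids, *Hes1* in IECs (0.028) and *Cdk8* in CDK8 iIEC-KO/*Cdk19 D173A/-* organoids (-0.037). With only the groups compared in the fit, *Kif22* reversed to 0.0091. Against the mean of *VillinCreER T2* and C57BL/6 organoids, *Cdk8* (0.016), *Dtx3* (-0.48) and *Kat8* (-0.064) reversed in CDK8 iIEC-KO/*Cdk19-/-* organoids, where the control line changed by construction.

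In IECs, the 228 DEGs became 1103 with no filter, 859 with DESeq2 and 8 with the replicate number as a block. Across the 6 fits that each left out one library they ranged from 3 (without *VillinCreER T2* replicate 3) to 1566 (without *VillinCreER T2* replicate 2). The others gave 5 without *VillinCreER T2* replicate 1, and 42, 572 and 31 without CDK8 iIEC-KO/*Cdk19-/-* replicates 1, 2 and 3. The replicate numbers do not pair the libraries, so the block is no paired test.

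Camera with the correlation between genes estimated from the data weakened these calls. For CDK8 iIEC-KO/*Cdk19-/-* organoids the adjusted p was 0.0898 for Paneth, 0.0576 for goblet, 0.129 for enteroendocrine and stem cell, and 0.0501 for tuft, ATOH1-dependent and Wnt pathway genes. In IECs it was 0.167 for Paneth and goblet, 0.358 for tuft, 0.318 for stem cell, 0.510 for enterocyte and 0.0767 for ATOH1-dependent genes. In the time course it was 0.209 for stem cell and 0.543 for proliferation genes at day 3, 0.0976 and 0.129 at day 5, and 0.0549 for Paneth, goblet, tuft and stem cell genes at day 7. In *Wnt3*-CM it was 0.280 for Paneth and goblet and 0.165 for tuft genes, in CDK8 iIEC-KO/*Cdk19 D173A/-* organoids 0.150 for Paneth and 0.119 for tuft and ATOH1-dependent genes, and 0.0715 for stem cell genes in the contrast of media. Of the 9 lists per comparison, those past the threshold numbered, with the preset correlation, 6 in CDK8 iIEC-KO, 5 in *Cdk8 fl/fl*/*Cdk19-/-* and 7 in CDK8 iIEC-KO/*Cdk19-/-* organoids, 7 in IECs, 4, 7, 8 and 8 at days 3, 5, 7 and 10, 7 in *Wnt3*-CM and 8 in CDK8 iIEC-KO/*Cdk19 D173A/-* organoids. With the estimated correlation they numbered 5 at day 5, 6 at day 10 and 0 in every other comparison. With fry they numbered 6, 3, 7, 5, 4, 7, 8, 8, 7 and 8, in the same order. Under fry, the tuft (0.0624) and enterocyte (0.235) lists weakened in IECs and the enterocyte list reversed at day 5 (0.742), while the goblet list at day 3 (0.00577) and the enteroendocrine (0.0104) and stem cell (0.0126) lists in *Wnt3*-CM became stronger. The last 2 also passed with no filter (0.0296 and 0.0110).

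Leaving out one library at a time reversed or moved these results. In CDK8 iIEC-KO/*Cdk19-/-* organoids, *Cdk19* ran from -0.037 (without *VillinCreER T2* replicate 3) to 0.0092 (without *VillinCreER T2* replicate 1), *Kif2c* from -0.10 (without *VillinCreER T2* replicate 2) to 0.051 (without *VillinCreER T2* replicate 1), *Kif22* from -0.091 (without CDK8 iIEC-KO/*Cdk19-/-* replicate 3) to 0.078 (without CDK8 iIEC-KO/*Cdk19-/-* replicate 2) and *Dtx3* from -0.14 (without CDK8 iIEC-KO/*Cdk19-/-* replicate 1) to 0.43 (without CDK8 iIEC-KO/*Cdk19-/-* replicate 3). In IECs, *Hes1* ran from -0.16 (without CDK8 iIEC-KO/*Cdk19-/-* replicate 2) to 0.073 (without CDK8 iIEC-KO/*Cdk19-/-* replicate 3), and adjusted p-values from 0.112 (without *VillinCreER T2* replicate 2) to 0.939 (without *VillinCreER T2* replicate 3) for the enteroendocrine list and from 0.00187 (without CDK8 iIEC-KO/*Cdk19-/-* replicate 3) to 0.376 (without CDK8 iIEC-KO/*Cdk19-/-* replicate 2) for the enterocyte list. The enterocyte list at day 5 ran from 0.453 (without EtOH replicate 2) to 0.987 (without 4-OHT replicate 3), the stem cell list in *Wnt3*-CM from 0.0332 to 0.136 (each without one 4-OHT library), the Paneth list in the contrast of media from 0.567 to 0.998 (each without one EtOH library), and *Cdk8* in CDK8 iIEC-KO/*Cdk19 D173A/-* organoids from -0.045 to 0.045.

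The comparison of the kinase-dead IECs was not run. Few genes were tested in some lists, such as the 3 enteroendocrine genes in *Wnt3*-CM.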

Differences from the paper's values

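Of 68 values of the paper that were also computed here, 9 differed, while 48 log2 fold changes of its supplemental tables differed by at most 0.14.

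The paper's number of DEGs in CDK8 iIEC-KO/*Cdk19-/-* IECs is 970, with 650 upregulated and 320 downregulated, against 228, 98 and 130 here. With no filter on low counts the values were 1103, 656 and 447 and with DESeq2 859, 504 and 355, each within 1.5 times the paper's value, the range used here for counts. The number of lower genes also came within this range without CDK8 iIEC-KO/*Cdk19-/-* replicate 2 (369) and without *VillinCreER T2* replicate 2 (244), and the other alternatives set before the data were examined did not close the gap. For DEGs found only in CDK8 iIEC-KO organoids, the paper shows about 700 in Fig. 4B, read by eye, against 435 here, and only the alternative with no filter came within range, at 469. For DEGs found only in *Cdk8 fl/fl*/*Cdk19-/-* organoids, the paper shows about 780 in Fig. 4B, read by eye, against 330 here, and none of the alternatives set before the data were examined closed the gap.

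In Supplemental Table 2, the paper lists 474 early up genes against 966 here, and only the requirement of at least 10 counts in every library came within range, at 456. It lists 59 late up genes against 238, 77 late down genes against 228, and 83 genes of progressive gain against 149, and the alternatives were not run for these clusters. The late clusters here take the step from day 7 to day 10, while the paper's text also names days 5 to 7. Of the paper's early up genes, 386 were tested here and 380 were in the cluster, and of its early down genes 287 and 266. Of its downregulated genes in CDK8 iIEC-KO/*Cdk19-/-* organoids, 1209 of 1449 were tested here, and 1185 of them were among the 1202 called.

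The paper names *Wnt3* as the single component of its Wnt pathway signature that fell beyond its limits in organoids, while *Axin2*, *Fzd3*, *Fzd9* and *Sfrp5* also fell beyond them here, with log2 fold changes of -1.46, -1.59, -2.18 and -1.38. Whether these genes belong to its signature is not known here, so this need not be a difference. Within the time course line at day 7, *Axin2*, *Fzd9*, *Nkd1*, *Tcf7*, *Wnt3* and *Wnt9b* of the Wnt pathway list were below -1. The paper reports a positive relation to enterocyte signatures, while the enterocyte list was not past the threshold in CDK8 iIEC-KO/*Cdk19-/-* organoids (adjusted p of 0.197 from camera). In IECs its median was -0.18 (0.0458 from camera, 0.235 from fry), with 10 of 18 genes lower. Its median was -1.20, -0.09, 0.17 and 0.48 at days 3, 5, 7 and 10, 0.69 in *Wnt3*-CM and 0.72 in kinase-dead organoids. The list stands in for the single-cell signatures, so this need not be a difference. The paper reports reduced *Atoh1* in kinase-dead organoids, while the change of -0.22 had an adjusted p of 0.188 here, and leaving out one 4-OHT library gave -0.34 with an adjusted p of 0.0223, still under the fold change cutoff. In IECs, *Atoh1* was above the adjusted p cutoff (0.0546) and passed it with no filter (0.00168), with at least 10 counts in every library (0.0484), with DESeq2 (0.000777), without CDK8 iIEC-KO/*Cdk19-/-* replicate 2 (0.0430) and without *VillinCreER T2* replicate 2 (0.0319). The paper reports a fall of its Paneth signature in the kinase-dead organoids, and *Lyz1*, which rose here by 0.89, goes against the direction of the list. If the EtOH and 4-OHT libraries of these organoids come from unlike lines or clones, this rise and the *Atoh1* change of -0.22 may reflect that difference. The paper reports lower expression for most of its SE-associated genes. Of those shown in Figure 6, *Atoh1*, *Myb*, *Hopx*, *Rcor2*, *Engase*, *Kif22* and *Kif2c* were also below 0 in CDK8 iIEC-KO/*Cdk19-/-* organoids, while *Dtx3*, *Kat8* and *Dact2* had positive log2 fold changes. At day 7 of the time course, *Dtx3* and *Dact2* were above 0 and *Kat8* below 0. At days 3, 5 and 10, *Dtx3* had log2 fold changes of -0.01, 0.11 and -0.70 and *Dact2* of -0.57, 0.23 and 0.33. With the mean of both control lines as the control, *Dtx3* and *Kat8* were below 0 (-0.48 and -0.064), and *Dtx3* also without CDK8 iIEC-KO/*Cdk19-/-* replicate 1 (-0.14), without CDK8 iIEC-KO/*Cdk19-/-* replicate 2 or without *VillinCreER T2* replicate 3.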

Other observations

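The tests of the CDK8 iIEC-KO/*Cdk19-/-* DEGs against the control lines, of control IEC replicate 2, of the proliferation list and of *Slc10a2* were chosen only after the result was seen, and the others in this part before it.

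Between C57BL/6 and *VillinCreER T2* organoids, 3986 genes passed the cutoffs, 2341 higher and 1645 lower in C57BL/6. Against C57BL/6 in place of *VillinCreER T2*, 2734 genes differed in CDK8 iIEC-KO/*Cdk19-/-* organoids, 902 of them shared in sign with the DEGs against *VillinCreER T2*. Differences between lines were tested with the time course, where both treatments come from one line. Of the CDK8 iIEC-KO/*Cdk19-/-* DEGs not also called with the same sign between the control lines, 84.9% of 1175 had the same sign at day 7 of the time course, against 62.4% of 11388 genes not called, and 528 were called there with the same sign and 17 with the opposite. Differences between lines are therefore not the whole cause for these genes. Of the CDK8 iIEC-KO/*Cdk19-/-* DEGs also called between the control lines, 67.9% of 1403 had the same sign, with 356 called in the same and 59 in the opposite direction, so loss of the kinases and differences between lines cannot be told apart for them. For CDK8 iIEC-KO DEGs outside chromosomes X and Y the share was 45.1% of 886, against 39.8% of the other genes, and since that line lacks a single kinase and the time course line both, line and knockout cannot be told apart there.

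For each comparison of 3 against 3 libraries there are 10 splits, so that 1 of 10 is the least possible. The other 9 splits set 2 libraries of one group and 1 of the other against the rest, so they keep part of the difference and are no reference without an effect. The actual split alone (1 of 10) gave as many DEGs in CDK8 iIEC-KO, *Cdk8 fl/fl*/*Cdk19-/-* and CDK8 iIEC-KO/*Cdk19-/-* organoids, in IECs, at days 3, 5, 7 and 10, in *Wnt3*-CM and in CDK8 iIEC-KO/*Cdk19 D173A/-* organoids, and the others gave 0 DEGs, except for 1 in a split of *Cdk8 fl/fl*/*Cdk19-/-* organoids. For the number of marker lists past the threshold, it was 1 of 10 in CDK8 iIEC-KO and *Cdk8 fl/fl*/*Cdk19-/-* organoids, at day 7, in *Wnt3*-CM and in CDK8 iIEC-KO/*Cdk19 D173A/-* organoids. It was 3 of 10 in CDK8 iIEC-KO/*Cdk19-/-* organoids, 2 of 10 in IECs, 5 of 10 at day 3, 2 of 10 at day 5 and 6 of 10 at day 10. For the non-additive genes and the DEGs found only in CDK8 iIEC-KO/*Cdk19-/-* organoids, 1 of 25 regroupings each gave as many, the actual one, with at most 51 and 98 genes in the others. These regroupings mix unlike lines within a group, so a difference between lines alone would also stand out. They do not test whether the effects of the knockouts add up.

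The number of DEGs in IECs depends on single libraries, among them *VillinCreER T2* replicate 2, without which it was 1566. The immune, mesenchyme and pancreas genes summed to 1918 CPM in that library, 302 and 357 CPM in the other *VillinCreER T2* libraries, and 3301, 1990 and 1688 CPM in the CDK8 iIEC-KO/*Cdk19-/-* libraries, so RNA of other cells in replicate 2 may hide differences. For the genes lower in CDK8 iIEC-KO/*Cdk19-/-* IECs, 73.8% of 126 were also lower in CDK8 iIEC-KO/*Cdk19-/-* organoids, against 51.4% of the other genes, which speaks against other cells as the whole cause of the lower genes. Those organoids were compared with a control of another line, and within the time course line at day 7 the share was smaller, at 65.0%. Also in CDK8 iIEC-KO/*Cdk19-/-* IECs, *mt-Nd3* fell by 9.04 CPM and the pseudogene *Gm28438* gained 144% of that amount, so reads assigned to the pseudogene in one genotype are a candidate explanation, and a strain variant was not tested.

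At day 3 of the time course the stem cell list was higher and the enterocyte list lower, the latter with a median of -1.20 and 15 of 18 genes lower (adjusted p of 9.43e-09 from camera, 13 genes past both cutoffs). At day 10 the enterocyte median was 0.48 (adjusted p of 0.000192 from camera). If 4-OHT cultures were behind in culture stage, the day 3 change would run against the change of EtOH cultures over time. Its correlation with the change from day 5 to day 7 was 0.11 over 15447 genes, but EtOH cultures changed little then (88 genes). From day 3 to day 5, with 1848 genes, the stem cell list fell (median -0.21, 12 of 16 lower) and the enterocyte list rose (median 0.58, 17 of 18 higher), so a delay cannot be told apart from an early effect of deletion for these lists. The proliferation list rose over those days in EtOH cultures, with a median of 0.12 and 13 of 15 genes higher. This change and the day 3 change share the EtOH libraries of day 3, so a delay is not excluded for the rise of this list at day 3.

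The distal list had a median of -1.12 in CDK8 iIEC-KO, 0.07 in *Cdk8 fl/fl*/*Cdk19-/-* and -1.36 in CDK8 iIEC-KO/*Cdk19-/-* organoids, -0.60 in IECs and 0.46 at day 7, and the proximal list 0.27 in CDK8 iIEC-KO/*Cdk19-/-* organoids, -0.23 in IECs and 0.25 at day 7. *Slc10a2* and *Fabp6*, chosen after their values were seen, averaged 73.0 and 210 CPM in *VillinCreER T2*, 28.4 and 19.0 in CDK8 iIEC-KO/*Cdk19-/-*, and 2.17 and 0.233 CPM in C57BL/6 organoids. The log2 fold change of *Slc10a2* between C57BL/6 and *VillinCreER T2* was -5.06, and both genes rose within the time course line at day 7, by 1.78 and 1.48. The lower levels of these genes in CDK8 iIEC-KO/*Cdk19-/-* organoids may therefore come from differences between lines. Between C57BL/6 and *VillinCreER T2* organoids, the whole distal list had a median of -0.03 (3 genes higher, 4 lower), so the control lines show no such difference for the list. The proximal list had a median of -0.70 there. Whether the lines were taken from unlike regions was not tested.

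*Hes1* had a log2 fold change of 0.60 in CDK8 iIEC-KO/*Cdk19-/-* organoids (adjusted p of 1.68e-08 from edgeR), 0.39 at day 7 (6.78e-06), 0.93 in *Wnt3*-CM (6.46e-10), 0.05 in CDK8 iIEC-KO/*Cdk19 D173A/-* organoids (0.584) and -0.03 in IECs (0.935). The value of 0.60 was as low as 0.35 among the alternatives, under the fold change cutoff. In CDK8 iIEC-KO organoids the log2 fold change was 0.35 (0.000152) and in *Cdk8 fl/fl*/*Cdk19-/-* organoids -0.30 (0.00154).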
